# Arabidopsis ACINUS is O-glycosylated and regulates transcription and alternative splicing of regulators of reproductive transitions

**DOI:** 10.1038/s41467-021-20929-7

**Published:** 2021-02-11

**Authors:** Yang Bi, Zhiping Deng, Weimin Ni, Ruben Shrestha, Dasha Savage, Thomas Hartwig, Sunita Patil, Su Hyun Hong, Zhenzhen Zhang, Juan A. Oses-Prieto, Kathy H. Li, Peter H. Quail, Alma L. Burlingame, Shou-Ling Xu, Zhi-Yong Wang

**Keywords:** Glycosylation, Plant signalling

## Abstract

O-GlcNAc modification plays important roles in metabolic regulation of cellular status. Two homologs of O-GlcNAc transferase, SECRET AGENT (SEC) and SPINDLY (SPY), which have O-GlcNAc and O-fucosyl transferase activities, respectively, are essential in *Arabidopsis* but have largely unknown cellular targets. Here we show that AtACINUS is O-GlcNAcylated and O-fucosylated and mediates regulation of transcription, alternative splicing (AS), and developmental transitions. Knocking-out both AtACINUS and its distant paralog AtPININ causes severe growth defects including dwarfism, delayed seed germination and flowering, and abscisic acid (ABA) hypersensitivity. Transcriptomic and protein-DNA/RNA interaction analyses demonstrate that AtACINUS represses transcription of the flowering repressor *FLC* and mediates AS of *ABH1* and *HAB1*, two negative regulators of ABA signaling. Proteomic analyses show AtACINUS’s O-GlcNAcylation, O-fucosylation, and association with splicing factors, chromatin remodelers, and transcriptional regulators. Some AtACINUS/AtPININ-dependent AS events are altered in the *sec* and *spy* mutants, demonstrating a function of O-glycosylation in regulating alternative RNA splicing.

## Abstract (web summary)

AtACINUS is an Arabidopsis homolog of a mammalian splicing regulator and previously found to be *O*-GlcNAcyated. Here Bi et al. characterize the interactors and targets of AtACINUS, show it is required for development and stress responses and provide evidence that its *O*-glycosylation affects alternative splicing.

## Introduction

Posttranslational modification (PTM) of intracellular proteins by O-linked *N*-acetylglucosamine (O-GlcNAc) is an important regulatory PTM that modulates protein activities and thereby controls cellular functions according to nutrient and energy status^1,2^. Extensive studies in animals have shown that thousands of proteins involved in diverse biological processes are modified on serine and threonine residues by O-GlcNAcylation, which is catalyzed by O-GlcNAc transferase (OGT) using UDP-GlcNAc as donor substrate^1,3^. As a sensor of primary metabolic status, O-GlcNAcylation plays key roles in cellular homeostasis and responses to nutritional and stress factors^1,2,4,5^, whereas dysregulation of O-GlcNAcylation has been implicated in many diseases including cancer, diabetes, cardiovascular and neurodegenerative diseases^5,6^. The *Arabidopsis* genome encodes two OGT homologs: SPINDLY (SPY) and SECRET AGENT (SEC). The *spy* mutant was identified as a gibberellin (GA) response mutant with phenotypes of enhanced seed germination, early flowering, increased stem elongation, and hyposensitivity to the stress hormone abscisic acid (ABA)^7,8^. The *sec* mutants show no dramatic phenotype, but the double loss-of-function *spy sec* mutants are embryo lethal^9^. SEC and SPY were recently reported to have O-GlcNAc and O-fucosyl transferase activities, respectively, and they antagonistically regulate DELLAs, the repressors of GA signaling^10^. The lethal phenotype of *spy sec* double mutants suggests that SPY and SEC have broader functions, which remain to be investigated at the molecular level^10–12^. Our recent study identified the first large set of 971 O-GlcNAcylated peptides in 262 *Arabidopsis* proteins^13^. The functions of these O-GlcNAcylation events remain to be characterized.

One of the O-GlcNAcylated proteins is AtACINUS, an *Arabidopsis* homolog of the mammalian apoptotic chromatin condensation inducer in the nucleus (Acinus)^14^. In animals, Acinus forms the apoptosis and splicing-associated protein (ASAP) complex by recruiting RNA-binding protein S1 (RNPS1), a peripheral splicing factor, and Sin3-associated protein of 18 kDa (SAP18), a chromatin remodeler, through its conserved RNPS1–SAP18 binding (RSB) domain^14^. Another RSB-containing protein, Pinin, forms a similar protein complex named PSAP, which has distinct biological functions^14,15^. The ASAP and PSAP complexes are believed to function at the interface between histone modification, transcription, and alternative splicing (AS) in metazoans^14,16,17^. In *Arabidopsis*, AtRNPS1, also known as ARGININE/SERINE-RICH 45 (SR45), has been implicated in splicing, transcription, and RNA-dependent DNA methylation, with effects on multiple aspects of plant development as well as stress and immune responses^18–23^. AtSAP18 has been shown to associate with transcription factors involved in stress responses and embryo development^24,25^. AtACINUS, AtSAP18, and SR45 have been shown to associate with a transcription factor involved in flowering^26^. While sequence analysis predicted similar ASAP complex in plants^23^, interactions among SR45, AtSAP18, and AtACINUS remain to be tested experimentally and the functions of AtACINUS and AtPININ remain to be characterized genetically.

Our finding of O-GlcNAcylation of AtACINUS suggests that the functions of AtACINUS are regulated by O-linked glycosylation^13^. We therefore performed genetic, genomic, and proteomic experiments to understand the functions of AtACINUS and its regulation by O-linked sugar modifications. Our results demonstrate key functions of AtACINUS and its distant homolog AtPININ in regulating seed germination, ABA sensitivity, and flowering, through direct involvement in AS of two key components of the ABA signaling pathway and in the transcriptional regulation of the floral repressor *FLC*. Our results further show that AtACINUS is modified by both O-GlcNAc and O-fucose, is part of the ASAP complex, and associates with splicing and transcription factors. A subset of AtACINUS-dependent AS events is altered in the *spy* and *sec* mutants, providing genetic evidence for regulation of AS by the O-linked glycosylations.

## Results

### *AtACINUS* and *AtPININ* play genetically redundant roles

The *Arabidopsis* AtACINUS (AT4G39680) protein is 633 amino-acid long, and it shares sequence similarity to all the known motifs of the human Acinus including the N-terminal SAF-A/B, Acinus, and PIAS (SAP) motif, the RNA-recognition motif (RRM), and the C-terminal RSB motif (Fig. 1a and Supplementary Fig. 1a)^14,16,27^. *AtACINUS* is a unique gene in *Arabidopsis* with no homolog detectable using standard BLAST (Basic Local Alignment Search Tool) search of the *Arabidopsis* protein database. However, another *Arabidopsis* gene (AT1G15200, *AtPININ*) encodes a protein with an RSB domain and is considered a homolog of mammalian Pinin^14^. AtACINUS and AtPININ share 12 amino acids within the 15-amino acid region of the RSB motif (Fig. 1b), but no sequence similarity outside this motif.

**Fig. 1:**
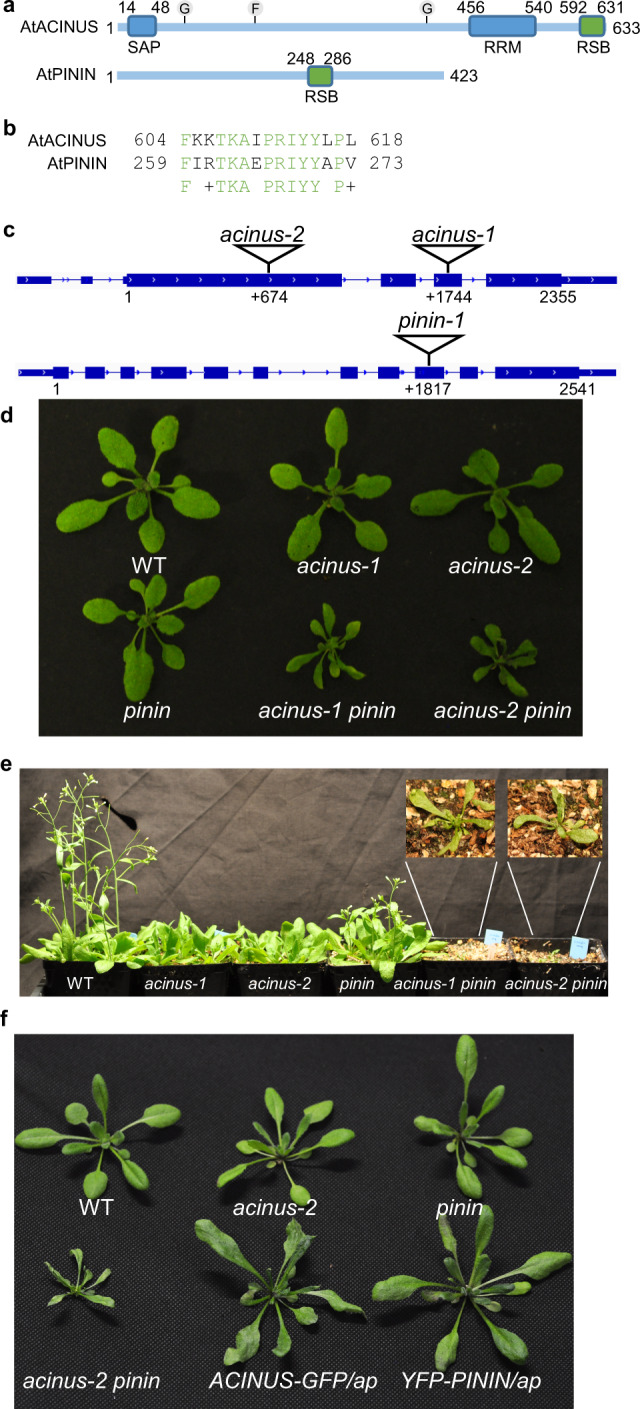
*AtACINUS* and *AtPININ* are genetically redundant. **a** Diagrams of the domain structures of AtACINUS and AtPININ. SAP: SAF-A/B, Acinus, and PIAS motif. RRM: RNA-recognition motif. RSB: RNPS1–SAP18 binding domain. G and F indicates the position of O-GlcNAcylation and O-fucosylation modifications, respectively. **b** The sequence alignment of the RSB domains of AtACINUS and AtPININ. Conserved amino acids are highlighted in green. **c** Diagrams of the AtACINUS and AtPININ (translation start at position 1) with T-DNA insertion sites in *acinus-1*, *acinus-2*, and *pinin-1* mutants. **d** Plant morphologies of wild-type (WT), *acinus-1*, *acinus-2, pinin-1*, *acinus-1 pinin-1*, and *acinus-2 pinin-1* grown on soil for 20 days. **e** Five-week-old WT, *acinus-1*, *acinus-2*, *pinin-1*, *acinus-1 pinin-1*, and *acinus-2 pinin-1* plants grown under long day condition. Inset shows enlarged view of the *acinus*-1 *pinin-1* and *acinus-2 pinin-1* mutants. **f** Expression of either AtACINUS-GFP or YFP-AtPININ suppresses the growth defects in *acinus-2 pinin-1* double mutant (*ap*).

To study the biological function of AtACINUS, we obtained two mutant lines that contain T-DNA insertions in the exons of *AtACINUS*, *Salk_078554* and *WiscDsLoxHs108_01G*, which are designated *acinus-1* and *acinus-2*, respectively (Fig. 1c). These mutants showed no obvious morphological phenotypes except slightly delayed flowering (Fig. 1d, e). The weak phenotype of *acinus* is surprising considering the important function of its mammalian counterpart and the absence of any close homolog in *Arabidopsis*.

We did not expect AtACINUS and AtPININ to have redundant functions, considering their very limited sequence similarity and the fact that mammalian Acinus and Pinin have distinct functions^14^. AtPININ shares extensive sequence similarity with human Pinin surrounding the RSB domain^14^ (Supplementary Fig. 1b). Phylogenetic analysis indicated that AtPININ and human Pinin belong to one phylogenetic branch that is distinct from that of AtACINUS and human Acinus (Supplementary Fig. 1c), suggesting independent evolution of ACINUS and PININ before the separation of the metazoan and plant kingdoms. However, Pinin can, through its RSB domain, interact with RNPS1 and SAP18 to form a complex (PSAP) similar to the ASAP complex. Therefore, we tested the possibility that the weak phenotype of *Arabidopsis acinus* mutants is due to functional redundancy with AtPININ.

We obtained a T-DNA insertion mutant of AtPININ (*pinin-1*, T-DNA line *GABI_029C11*). The *pinin-1* mutant also showed no obvious morphological phenotype (Fig. 1d). We then crossed *pinin-1* with *acinus-1* and *acinus-2* to obtain double mutants. Both *acinus-1 pinin-1* and *acinus-2 pinin-1* double mutants displayed pleiotropic phenotypes including severe dwarfism, short root, pale leaves, narrow and twisted rosette leaves with a serrated margin, severely delayed flowering, altered phyllotaxis, increased numbers of cotyledons and petals, and reduced fertility (Fig. 1d, e and Supplementary Fig. 2). The *acinus-2 pinin-1* double mutants transformed with *35S::AtACINUS-GFP* or *35S::YFP-AtPININ* displayed near wild-type (WT) morphology (Fig. 1f), confirming that the phenotypes of the double mutants are due to loss of both AtACINUS and AtPININ, and the two genes play genetically redundant roles. The AtACINUS-GFP and YFP-AtPININ proteins are localized in the nucleus outside the nucleolus (Supplementary Fig. 3).

We also noticed that the seed germination was delayed in the *acinus pinin* mutant (Fig. 2a). This, together with the pale leaf and dwarfism phenotypes, suggests an alteration in ABA response. Indeed, on 0.25 μmol/L ABA, germination of the *acinus-2 pinin-1* double mutant seeds was further delayed compared to the WT and the single mutants (Fig. 2b). Dose response experiment indicates that seed germination of the *acinus-1 pinin-1* and *acinus-2 pinin-1* double mutants is about threefold more sensitive to ABA than WT and the *acinus* and *pinin* single mutants (Fig. 2c). Similarly, post-germination seedling growth of *acinus-2 pinin-1* was more inhibited by ABA (Supplementary Fig. 4a). These ABA-hypersensitive phenotypes were rescued by expression of either AtACINUS-GFP or YFP-AtPININ in the *acinus-2 pinin-1* background (Fig. 2d and Supplementary Fig. 4b). These results indicate that the *acinus-2 pinin-1* double mutant is hypersensitive to ABA, and that AtACINUS and AtPININ are redundant negative regulators of ABA responses.

**Fig. 2:**
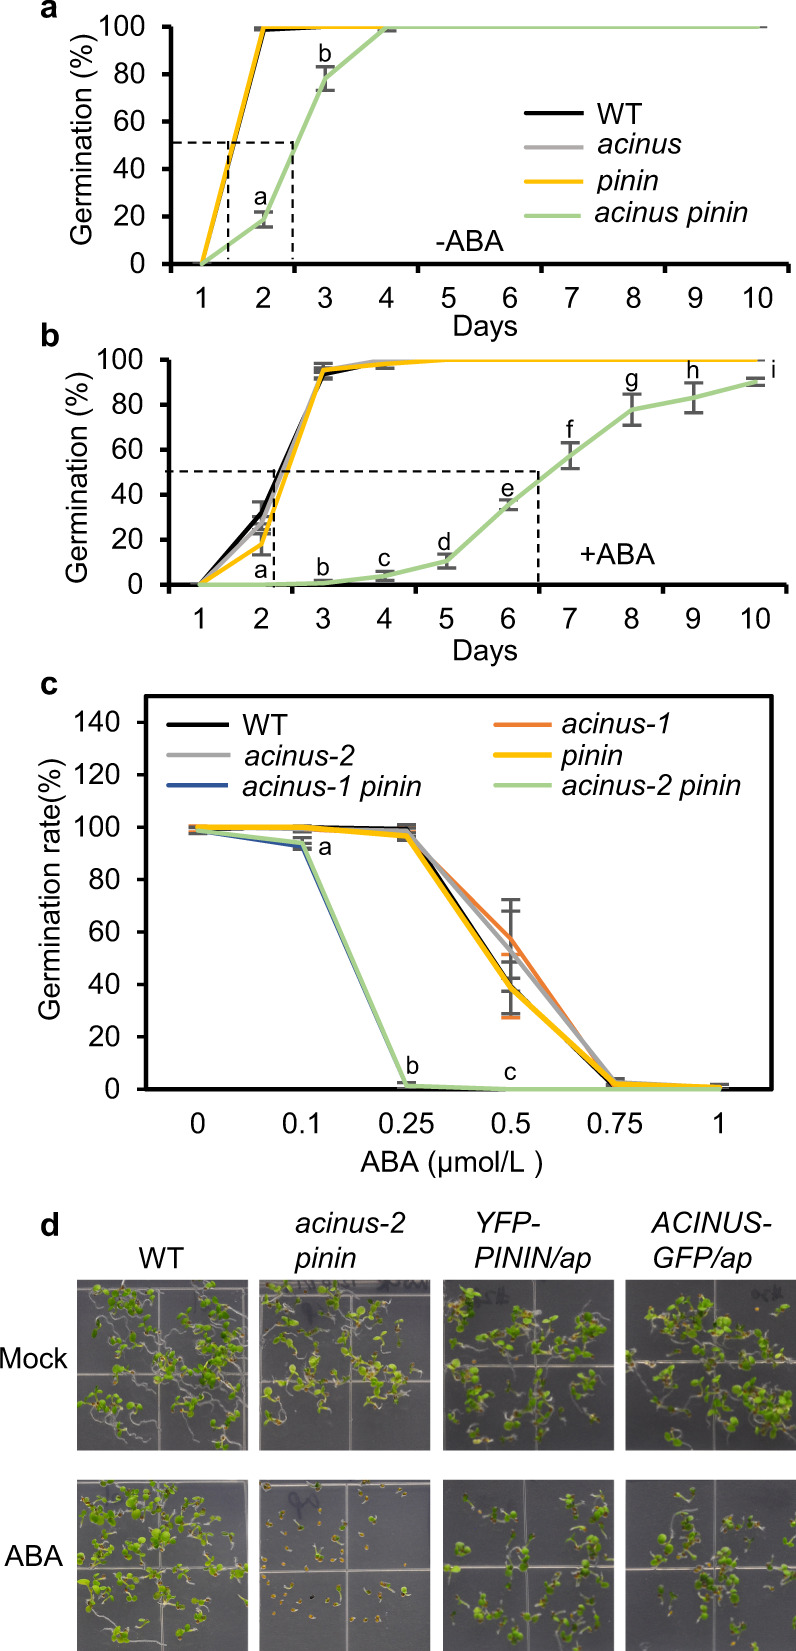
The *acinus pinin* double mutants showed ABA hypersensitive phenotypes. **a**, **b** Germination rates of WT, *acinus-2*, *pinin-1*, and *acinus-2 pinin-1* after different days on ½ MS medium without ABA (**a**) or with 0.25 μmol/L ABA (**b**). The data points of WT, *acinus-2*, and *pinin-1* overlap. Statistically significant differences between WT and *acinus-2 pinin-1* were determined by two-tailed *t* test. The *P* values for a and b in **a** are 1.24E−5 and 2.96E−2. The *P* values for a, b, c, d, e, f, g, h, and i in **b** are 7.69E−3, 5.60E−6, 2.88E−6, 3.92E−4, 3.17E−4, 6.00E−3, 3.10E−2, 4.77E−2, and 8.57E−3. **c** Seed germination rates of the indicated genotypes on ½ MS medium supplemented with increasing concentrations of ABA after 5 days. Note that the data points of *acinus-1 pinin-1* and *acinus-2 pinin-1* overlap and those of WT, *acinus-1*, *acinus-2*, and *pinin-1* overlap. Statistically significant differences between WT and *acinus-2 pinin-1* were determined by two-tailed *t* test. The *P* values for a, b, and c are 3.51E−2, 5.14E−8, and 2.99E−2. **d** Seed germination and development of the indicated genotypes on ½ MS medium with or without 0.5 μmol/L ABA. The pictures were taken 6 days after germination. Values represent mean ± SD calculated from three biological replicates (*n* = 3) for **a**–**c**.

### AtACINUS and AtPININ are involved in AS of specific introns

We conducted an RNA-seq analysis of the transcriptome of the *acinus-2 pinin-1* double mutant. WT and *acinus-2 pinin-1* seedlings were grown under constant light for 14 days, and RNA-seq was performed with three biological replicates, each yielding a minimum of 22.4 million uniquely mapped reads. 

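The RNA-seq data cover 3 WT libraries, which the labels number as replicates 2, 4 and 5, and 3 libraries of the acinus-2 pinin-1 double mutant, numbered 6, 7 and 12. The paper gives the age of the seedlings as 14 days here and as 12 days where it describes HAB1, and the labels of the libraries give 12 days. For each library, the authors deposited expected counts of reads on each gene, exon and intron made with the RACKJ package. In these, reads that count for several genes or places are split as fractions. Counts of spliced reads on each junction were given as well. Between 23104163 and 33595940 mapped reads per library stood behind the deposited RPKM values. Reads on genes numbered between 18890178 and 27622690 in WT, with a median of 25402158, and between 20796343 and 25501031 in the mutant, with a median of 22207547. The gene with the most reads took between 10.4% and 12.7% of them in every library. Expected counts were rounded to whole numbers, normalized with the TMM method of edgeR and compared between the genotypes with its quasi-likelihood test and Benjamini-Hochberg adjustment. Genes were called at an adjusted p-value under 0.02 and a fold change above 2, as in the methods. For introns, the reads on an intron were set against the reads of the 2 neighbouring exons in the same library, each read counted once, and the change of this ratio with the genotype was tested in edgeR with a term for each library. With 3 libraries per genotype, a 2-sided exact permutation test of a single value cannot give a p below 0.1. On a multidimensional scaling plot of gene expression, the first dimension separated the genotypes and held 67.1% of the variance.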

The RNA-seq data confirmed the truncation of the *AtACINUS* and *AtPININ* transcripts in the double mutant (Supplementary Fig. 5). 

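In acinus-2, the T-DNA lies in AtACINUS (AT4G39680), 674 bases after the start of translation by the methods, which is position 18416265 of chromosome 4 in TAIR10.1 and falls in exon 3 of 6. Reads on exons 1 and 2 stood at 85.2% and 86.3% of WT in the double mutant, with adjusted p-values of 0.14 and 0.29 from edgeR's quasi-likelihood test. Exon 3 stood at 48.6%. Exons 4, 5 and 6 together received 2 reads in the 3 mutant libraries, and exon 4 fell from 11.6 ± 0.978 CPM (SD, n = 3) in WT to 0.0162 ± 0.028 (SD, n = 3). Spliced reads joining exons 1 and 2 numbered 281 in WT and 220 in the mutant, while those joining exons 3 and 4 numbered 380 and 1. In pinin-1, the T-DNA lies 1817 bases after the start of translation of AtPININ (AT1G15200), at position 5229201 of chromosome 1, in exon 9 of 11. Exons 1 to 8 stood between 31.8% and 56.9% of WT. Exons 9, 10 and 11 stood above WT, at 164%, 253% and 272%. Spliced reads that skip exon 9, joining exons 8 and 10, numbered 102 in WT and 0 in the mutant. Reads joining exons 10 and 11 rose from 368 to 1080. In all, 15 of the 17 exons of both genes passed an adjusted p-value of 0.05.

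**Figure D1:**
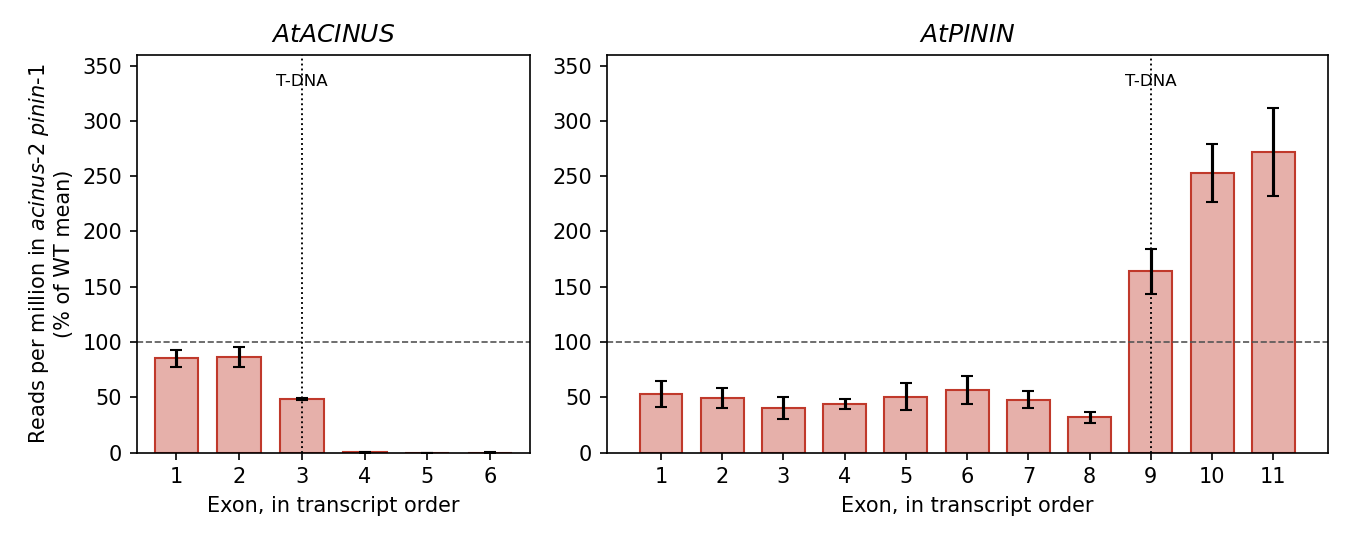
CPM on each exon of AtACINUS (left) and AtPININ (right) in acinus-2 pinin-1, as a percentage of the WT mean. Bars are means of 3 libraries with the SD of the mutant libraries, the dashed line marks WT at 100%, and the dotted line marks the exon with the T-DNA. Exons 4 to 6 of AtACINUS lie near 0, and exons 9 to 11 of AtPININ lie above WT.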

Compared to WT, the *acinus-2 pinin-1* double mutant showed significantly decreased expression levels for 786 genes and increased levels of 767 genes (fold change >2, multiple-testing corrected *p*-value <0.05), which include the flowering repressor *FLC*^28^ (Supplementary Data 1).

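Among 20962 genes with enough reads to be tested, 1022 had lower and 900 had higher RNA levels in acinus-2 pinin-1 by edgeR's quasi-likelihood test. Of the settings tried, a test against a fold change of 2, in place of a threshold on the fold change, moved these numbers most, to 282 and 332. Every mutant library lay below every WT library on 5904 genes and above on 5669 genes, together 55.2% of the tested genes, where chance alone gives 10%. FLC (AT5G10140), on chromosome 5 from 3173382 to 3179448, rose from 0.973 ± 0.0868 CPM (SD, n = 3) in WT to 26.2 ± 1.91 (SD, n = 3) in the mutant. Its log2 fold change was 4.76 (standard error 0.12, adjusted p = 1.6e-10 from edgeR). With each library left out in turn, this value stayed between 4.70 and 4.82. By the rule for naming genes, the largest increases were those of AT2G40955, AT2G35570 and AT1G67105. The WT libraries held 1 read each of AT2G40955, which was at least 36.4-fold higher in the mutant against a floor of 3 counts in each WT library. They held 1, 2 and 2 reads of AT2G35570, which was 33.8-fold higher against the same floor, a value that is no strict lower bound with 5 reads in WT. AT1G67105 had a log2 fold change of 5.61 (standard error 0.14, adjusted p = 1.6e-10 from edgeR). The largest decreases were those of AGL14 (AT4G11880), AT4G13575 and AT1G77520, with log2 fold changes of -4.53, -3.86 and -3.78. AGL14 fell from 9.14 ± 0.853 CPM (SD, n = 3) to 0.391 ± 0.0262 (SD, n = 3).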

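Reads on introns were expressed as a percentage of all reads counted on introns and exons. In WT they made up 0.975% ± 0.00751 (SD, n = 3), and in acinus-2 pinin-1 1.07% ± 0.0271 (SD, n = 3). The ratio of mutant to WT was 1.09, and every mutant library lay above every WT library (2-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). Without the introns called with changed retention, the ratio was 1.07. Without the 100 introns with the most reads, the share was 0.735% in WT and 0.736% in the mutant, a ratio of 1.00 (exact permutation p = 0.9). The median over introns of the ratio of intron to exon reads did not rise either, at 0.988 of WT (exact permutation p = 0.8). Intron 1 of EXT4 (AT1G76930), on chromosome 1 from 28895989 to 28896370, alone brought 35.7% of the rise. Its ratio to the reads of the neighbouring exons was 0.509 ± 0.0147 (SD, n = 3) in WT and 0.509 ± 0.00159 (SD, n = 3) in the mutant, while the RNA level of EXT4 had a log2 fold change of 1.92 (adjusted p = 5.3e-09 from edgeR). EXT4 was chosen after its values were seen.

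**Figure D2:**
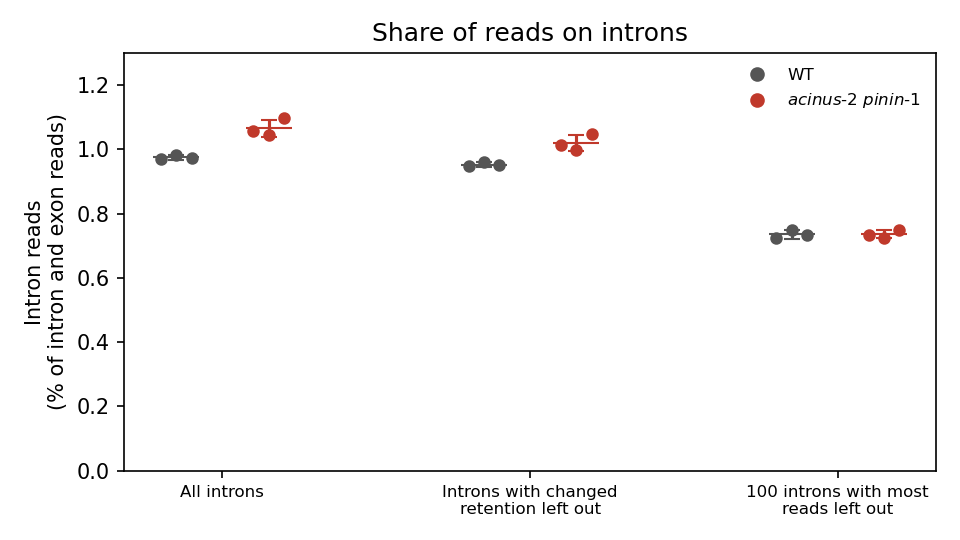
Intron reads as a percentage of intron and exon reads in each library, with the mean and SD of 3 libraries per genotype. The mutant libraries lie above WT over all introns and overlap WT once the 100 introns with the most reads are left out.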

A significantly higher proportion of reads was mapped to the intron regions in the *acinus-2 pinin-1* double mutant than in the WT (Supplementary Fig. 6a). Further analyses using the RACKJ software package revealed an increase of retention of 258 introns in 225 genes and decreased retention of 31 introns in 31 genes in the *acinus-2 pinin-1* double mutant compared to WT (Fig. 3a and Supplementary Data 2). 

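Of 25534 introns with at least 10 reads over the 6 libraries and at least 10 exon reads in each, 224 introns in 181 genes had increased retention in acinus-2 pinin-1, and 15 introns in 14 genes had decreased retention. A call needed an adjusted p-value under 0.05, a fold change above 2, an intron RPKM above 1 and an intron percentage above 5% in the genotype with more retention. By ratio, DESeq2 in place of edgeR moved the number of increased introns most, to 12. An unadjusted p in place of the adjusted one moved both numbers most by difference, to 1013 and 396. On 234 of the 239 called introns the genotypes did not overlap, and 9 of the 239 lie over an exon of another gene. By the rule for naming introns, the largest increases were in intron 10 of KEA1 (AT1G01790), intron 17 of AT3G11964, intron 11 of AT3G06880, intron 13 of AT3G50380 and intron 6 of BGAL2 (AT3G52840). The ratio of intron to exon reads on KEA1 intron 10, on chromosome 1 from 288177 to 288400, rose from 0.0530 ± 0.0139 (SD, n = 3) to 0.561 ± 0.223 (SD, n = 3). This was a log2 fold change of 3.30 (standard error 0.34, adjusted p = 2.9e-09 from edgeR). On BGAL2 intron 6, the ratio rose from 0.0622 ± 0.0175 (SD, n = 3) to 0.499 ± 0.011 (SD, n = 3). The largest decreases were in intron 5 of AT2G42247, intron 9 of EMB3103 (AT1G10910) and intron 15 of INO80 (AT3G57300), with log2 fold changes of -3.90, -2.71 and -2.42. Intron 5 of AT2G42247 lies over an exon of AT2G42250, and 100% of its reads are marked as counting for several genes or places. The decreases in EMB3103 and INO80 lost their calls with DESeq2 and without mutant replicate 12, that in EMB3103 also without mutant replicate 6, and that in INO80 also without mutant replicate 7. With DESeq2, the increases in AT3G06880 and AT3G50380 lost their calls as well.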

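Exon skipping was measured by spliced reads that join 2 exons which are not neighbours, against the reads from each of these exons to its inner neighbour. Among 828 events with at least 10 skipping reads, 1 passed an adjusted p-value of 0.05 from edgeR with a fold change above 2 and a rate above 5%. At an unadjusted p of 0.05, 49 events passed, and 16 of them met both thresholds. The event lay in AtPININ (AT1G15200) and skips exon 9, which holds the T-DNA. In 363 of the 828 events no library had a read on the inner junctions, so that the rate was 100% in both genotypes and no change could be called. Alternative donors and acceptors were called where Fisher's exact test gave p under 0.05 in each comparison of 1 WT with 1 mutant library, with a fold change above 2 and a frequency above 5%. Of 3397 events, 9 passed. A model fitted in edgeR to the same junctions called 0 events, with 0.24 as the smallest adjusted p, while 141 events passed an unadjusted p of 0.05 and the thresholds, among them all 9. In AT5G14260, an acceptor was used in 0 of the spliced reads of the 3 WT libraries and in 24.7% in the mutant. In AT3G03560, the use of a donor fell from 28.1% to 0. In AT4G19160, the use of a donor rose from 7.86% to 54.0%.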

Intron retention was the dominant form of splicing defect in the *acinus-2 pinin-1* double mutant (Fig. 3a and Supplementary Fig. 6b). 

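Of the 181 genes with an intron of increased retention in acinus-2 pinin-1, 179 have 2 or more introns, or 98.9%. Among all 11270 genes with a tested intron, this share was 86.6%. The median number of introns in the 181 genes was 15. A single intron was called in 154 genes, or 85.1%, and 2 introns in 23 genes. The other 4 genes had 3 or more, up to 10 of the 12 introns of SULTR1;2 (AT1G78000), which was chosen after its values were seen. A further 853 introns of these genes were tested and not called. Over the 163 genes that hold them, the median log2 fold change of their ratio was 0.51, against -0.09 over all other genes (permutation test with 10000 resamples of genes, p = 0.0001, the smallest they can give). By comparison, the median of the called introns was 2.10.

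**Figure D3:**
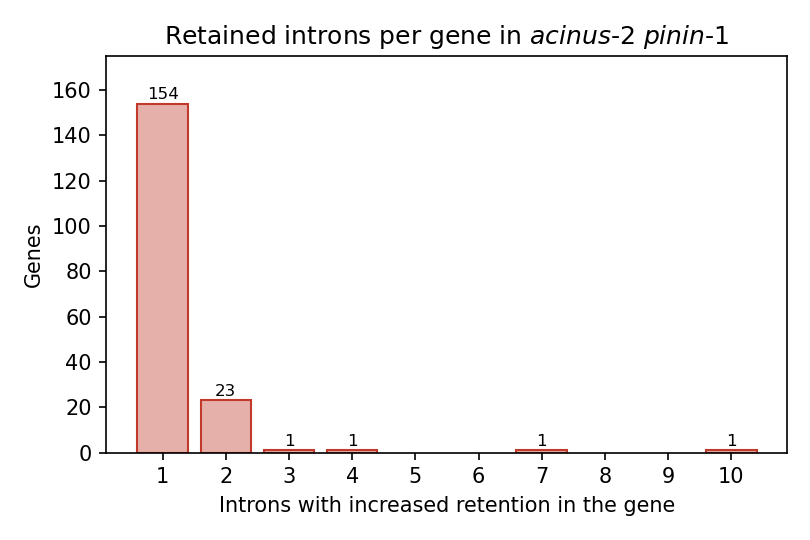
Number of genes by the number of their introns with increased retention in acinus-2 pinin-1. In 154 of the 181 genes a single intron was called.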

About 99% of these genes contain multiple introns, and the defects tend to be retention of a specific single intron among many introns of each gene, indicating defects in AS rather than general splicing. Among the RNAs showing increased intron retention, 26 RNAs also showed decreased levels of RNA abundance, and their retained introns introduce in-frame stop codons (Supplementary Fig. 7), consistent with non-sense-mediated decay^29^. 

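Of the 181 genes with increased intron retention, 31 were also among the genes with lower RNA levels, or 17.1%. Among the other genes with a tested intron, 1.95% had lower RNA levels (2-sided Fisher's exact test, odds ratio 10.4, p = 2.4e-19, over 11270 genes). The 31 genes include AtACINUS, which carries the T-DNA, and its neighbour MIC60 (AT4G39690). Higher RNA levels were found for 1 of the 181 genes. With each library left out in turn, the odds ratio stayed between 8.45 and 14.3. The 31 genes hold 49 of the called introns, and the median log2 fold change of the RNA level of these genes was -1.37, with the lowest at -3.07. Of these introns, 46 interrupt the coding sequence, and all 46 bring an in-frame stop codon when retained. Among uncalled tested introns in coding sequences, 97.8% would do so as well. On 46 of the 49 introns, the RPM on the intron itself was higher in the mutant than in WT. Exon reads enter both calls, so that a lower RNA level also raises the ratio. How far this raises the odds ratio was not tested.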

The results show that AtACINUS and AtPININ function in AS, primarily by enhancing splicing of a specific intron among many introns of each transcript.

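Of the further introns tested in the genes with increased retention, 73.2% had a log2 fold change above 0, against 46.8% of the introns of all other genes. The paper reasons from genes with many introns, of which mostly a single one was retained, to a change of alternative splicing in place of splicing in general. From these results the paper concludes that AtACINUS and AtPININ act in alternative splicing, primarily by enhancing the splicing of 1 intron among the many of each transcript.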

**Fig. 3:**
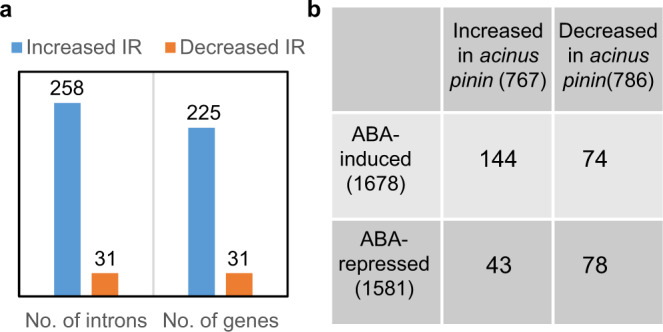
RNA-sequencing analysis of *acinus-2 pinin-1* showed differential intron retention and expression level of many genes. **a** Number of introns that showed increased or decreased *intron* retention in *acinus-2 pinin-1* and the number of genes that contain these introns. **b** Comparison between genes differentially expressed in *acinus-2 pinin-1* and ABA-responsive genes. RNA-seq was conducted using 14-day-old light-grown seedlings for both genotypes.

We found a significant overlap between ABA-induced genes and the genes overexpressed in *acinus-2 pinin-1* (*p*-value by random chance <2.42E−13) (Fig. 3b). Only four of these RNAs were mis-spliced in *acinus-2 pinin-1*. One possibility is that intron retention in RNAs encoding components of ABA synthesis or signaling pathway leads to expression of ABA-responsive genes. Indeed, we found retention of the 10th intron of *ABA HYPERSENSIVE 1* (*ABH1)* in the *acinus-2 pinin-1* double mutant (Fig. 4a).

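Intron 10 of ABH1 (AT2G13540) lies on chromosome 2 of TAIR10.1 from 5639783 to 5640244. It received 7, 14 and 18 reads in the WT libraries and 71, 63 and 68 reads in the acinus-2 pinin-1 libraries. Its ratio to the reads of the neighbouring exons rose from 0.145 ± 0.0517 (SD, n = 3) to 1.08 ± 0.258 (SD, n = 3). The log2 fold change was 2.81 (standard error 0.34, adjusted p = 1.3e-07 from edgeR), and it stayed between 2.65 and 3.11 with each library left out in turn. Of the 17 introns of ABH1, intron 7 was the only other one with enough reads to be tested. It had a log2 fold change of 2.32 and an adjusted p of 0.17 from edgeR. With each library left out in turn, this value lay between 1.91 and 3.58. The WT libraries held 0, 1 and 3 reads of intron 7. Against a floor of 3 counts in each WT library, its ratio was 2.32-fold higher in the mutant. The RNA level of ABH1 had a log2 fold change of -0.34 (standard error 0.06, adjusted p = 0.00090 from edgeR), below the threshold on the fold change.

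**Figure D4:**
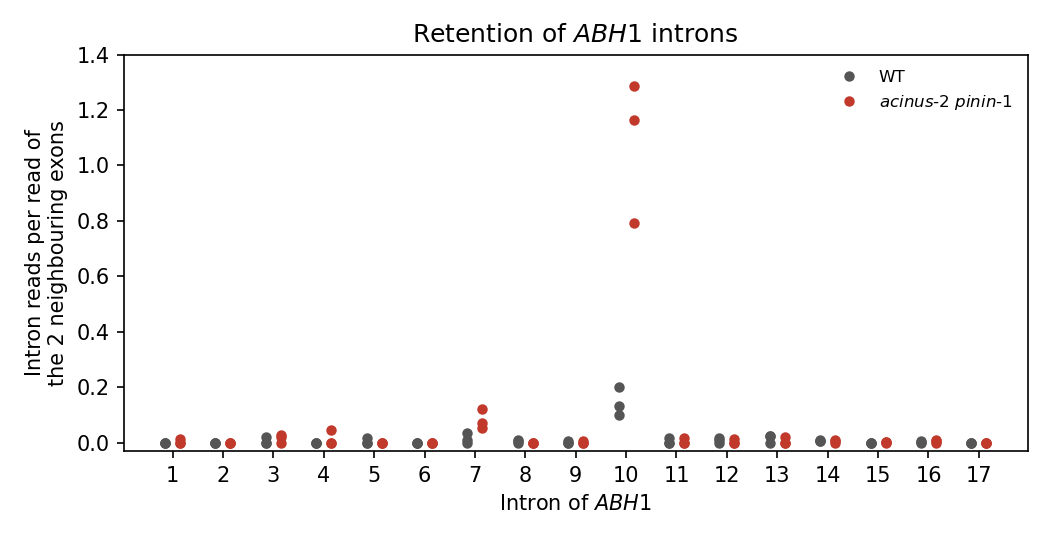
Reads on each of the 17 introns of ABH1 divided by the reads of the neighbouring exons, with 1 point per library. On intron 10 the WT libraries lie between 0.101 and 0.202 and the mutant libraries between 0.791 and 1.29.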

**Fig. 4:**
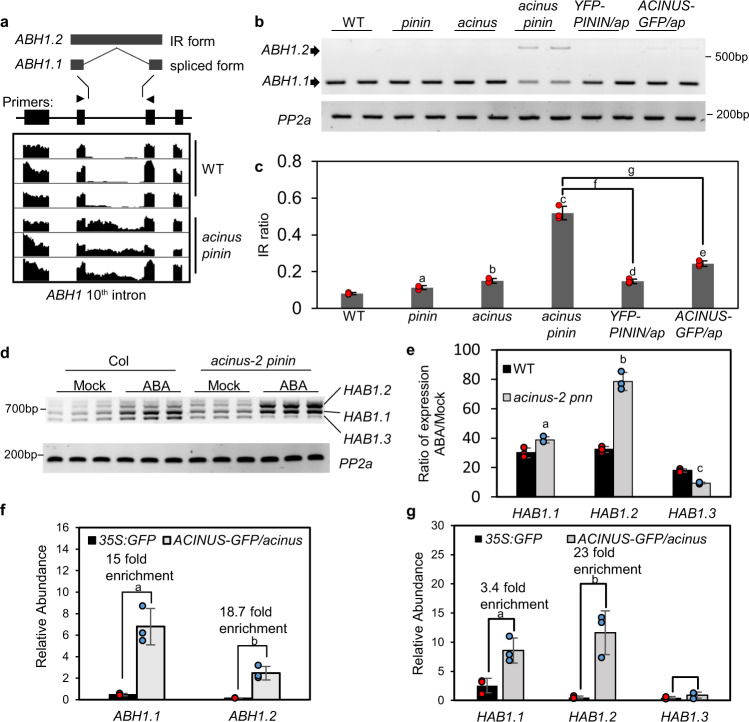
*ABH1* and *HAB1* showed increased intron retention in *acinus-2 pinin-1* and *ABH1* and *HAB1* mRNAs are associated with AtACINUS. **a** Integrative genomic viewer (IGV) display of increased intron retention (IR) of the *ABH1* 10th intron in *acinus-2 pinin-1* compared to WT. **b** RT-PCR of *ABH1* in 12-day-old seedlings of the indicated genotypes using primers at positions indicated by arrowheads in **a**. **c** Intron retention ratio of *ABH1* 10th intron as determined by RT-qPCR in 12-day-old seedlings of the indicated genotypes. The intron-containing form *ABH1.2* was highly accumulated while the spliced form *ABH1.1* was reduced in *acinus-2 pinin-1* compared to WT, the single mutants, or the double mutant complemented by *YFP-AtPININ* or *AtACINUS-GFP*. Statistically significant differences to WT or between indicated genotypes were determined by two-tailed *t* test. The *P* values for a, b, c, d, e, f, and g are 1.97E−2, 5.02E−3, 1.94E−3, 4.90E−4, 9.01E−4, 1.39E−3, and 2.32E−3. **d** RT-PCR of *HAB1* in 12-day-old WT and *acinus-2 pinin-1* seedlings treated with ABA (100 μmol/L for 3 h). **e** RT-qPCR quantification of the fold changes of expression levels of each splice forms of *HAB1* after ABA treatment of 12-day-old WT and *acinus-2 pinin-1* seedlings. The *P* values for a, b, and c are 2.29E−2, 3.08E−3, and 1.60E−3. **f**, **g** Quantification of *ABH1* and *HAB1* mRNAs by qPCR after RNA-IP using α-GFP antibody in 7-day-old *AtACINUS-GFP/acinus-2* seedlings, compared to *35S::GFP* as a negative control. Statistical significance was determined by two-tailed *t* test. The *P* values for a and b in **f** are 2.24E−2 and 2.31E−2. The *P* values for a and b in **g** are 2.18E−2 and 3.54E−2. Values represent mean ± SD calculated from three biological replicates (*n* = 3) for **c**, **e**, **f**.

*ABH1* encodes the large subunit of the dimeric *Arabidopsis* mRNA cap-binding complex (NUCLEAR CAP-BINDING PROTEIN SUBUNIT 1, CBP80) and functions as a negative regulator of ABA responses including inhibition of seed germination^30,31^. 

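In the reference annotation, ABH1 (AT2G13540) has 18 exons on the plus strand of chromosome 2 and encodes 848 residues. The coding sequence before intron 10 holds 980 bases, or 326 complete codons. Intron 10 is 462 bases long with 33.3% GC. The reference sequence reads ATGGTGTGT from 3 bases before its start. Read on from the coding sequence, the intron adds 45 codons before the first in-frame stop, so that the open reading frame ends after 371 residues, of which 326 are those of ABH1 and 522 are lost.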

The retention of the 10th intron of ABH1 introduces a premature stop codon that truncates the C-terminal 522 amino acids of ABH1 (Fig. 4a). Quantification using qRT-PCR analysis in 12-day-old seedlings showed that the intron-containing *ABH1.2* transcript was about 8–10% of the total *ABH1* transcripts in the WT, about 11% in *pinin-1*, about 15% in *acinus-2*, but more than 50% in *acinus-2 pinin-1* (Fig. 4b, c). Expression of either YFP-AtPININ or AtACINUS-GFP in the *acinus-2 pinin-1* background rescued the *ABH1* intron retention phenotype (Fig. 4b, c). Consistent with compromised *ABH1* activity, the gene expression changes in *acinus-2 pinin-1* show a strong correlation to those in *abh1*, with Spearman’s correlation = 0.74 as calculated by AtCAST3.1 (Supplementary Fig. 8)^32,33^.

Intron retention in *HAB1* has been reported to cause ABA hypersensitive phenotypes^34,35^. *HAB1* did not display any apparent splicing defects in our RNA-seq and RT-PCR analysis of the 12-day-old seedling. However, after ABA treatment, *HAB1* intron retention is significantly increased in *acinus pinin* compared to the WT. 

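The 3 introns of HAB1 (AT1G72770) received 17 reads in WT and 9 reads in acinus-2 pinin-1, against 352 and 225 spliced reads. Intron 1 had a log2 fold change of 0.08 (adjusted p = 0.99 from edgeR) and intron 3 of -0.32 (adjusted p = 0.94 from edgeR). Both changed direction when a library was left out. Intron 2 had too few reads to be tested. The standard errors of these values were 1.92 and 0.83, so that smaller changes were not detectable at this depth. The RNA level of HAB1 fell from 43.5 ± 1.73 CPM (SD, n = 3) to 29.3 ± 1.75 (SD, n = 3), a log2 fold change of -0.57 (standard error 0.06, adjusted p = 1.7e-05 from edgeR).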

While the expression level of *HAB1* transcripts was increased similarly in WT and *acinus pinin*, the WT seedlings maintained relatively similar ratios between different splice forms of *HAB1* before and after ABA treatment, whereas the *acinus pinin* mutant accumulated a much increased level of the intron-containing *HAB1.2* and a reduced level of fully spliced *HAB1.3* after ABA treatment (Fig. 4d, e). *HAB1.2* encodes a dominant negative form of HAB1 protein that activates ABA signaling^34,35^. Therefore, the accumulation of HAB1.2 should contribute to the ABA hypersensitivity of the *acinus pinin* mutant.

To test whether AtACINUS is directly involved in AS of *ABH1* and *HAB1*, we carried out an RNA immunoprecipitation (RNA-IP) experiment using an *AtACINUS-GFP/acinus-2* transgenic line, with *35S::GFP* transgenic plants as the negative control. Immunoprecipitation using an anti-GFP antibody pulled down significantly more *ABH1* and *HAB1* RNAs in *AtACINUS-GFP/acinus-2* than in the *35S::GFP* control (Fig. 4f, g), indicating that AtACINUS interacts with *ABH1* and *HAB1* RNAs in vivo and is involved in their splicing.

### AtACINUS regulates flowering through repression of *FLC*

Consistent with the late-flowering phenotype of *acinus pinin* (Figs. 1e, 5a), our RNA-seq data showed an increased expression level of the floral repressor *FLC*, without obvious alteration of the splicing pattern (Supplementary Fig. 9a). 

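The 7 introns of FLC received 0 reads in WT and 32 reads in acinus-2 pinin-1, beside 30 and 866 spliced reads. With 30 spliced reads in WT, a count of 0 allows intron reads of up to 10% of them, and the share in the mutant lay below this limit. Intron 1 was the only one with enough reads to be tested and had an adjusted p of 0.78 from edgeR. It lies over an exon of another gene, AT5G01675. Reads of FLC numbered 20, 25 and 24 in the WT libraries and 526, 571 and 706 in the mutant libraries.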

The RT-qPCR analysis confirmed the increased levels of *FLC* RNA that correspond to the severity of the late-flowering phenotypes in the single and double mutants (Fig. 5b). As *FLC* expression is also controlled by its anti-sense RNA, which undergoes AS^36,37^, we analyzed the anti-sense *FLC* RNAs using RT-qPCR. The results showed a dramatic increase of the class I anti-sense RNA and a slight increase of the class II anti-sense RNA of *FLC*, but no obvious change of the splicing efficiency of the *FLC* anti-sense RNAs (Supplementary Fig. 9b–d). AtACINUS was recently reported to associate with VAL1 and VAL2, which bind to the *FLC* promoter to repress transcription^26^. We thus performed chromatin immunoprecipitation (ChIP) assays to test whether AtACINUS is associated with the *FLC* locus, and our results show that AtACINUS interacts with the DNA of the promoter and first intron regions but not the 3′ region of *FLC* in vivo (Fig. 5c). Together our results provide evidence for a role of AtACINUS in regulating the transcription of *FLC*.

**Fig. 5:**
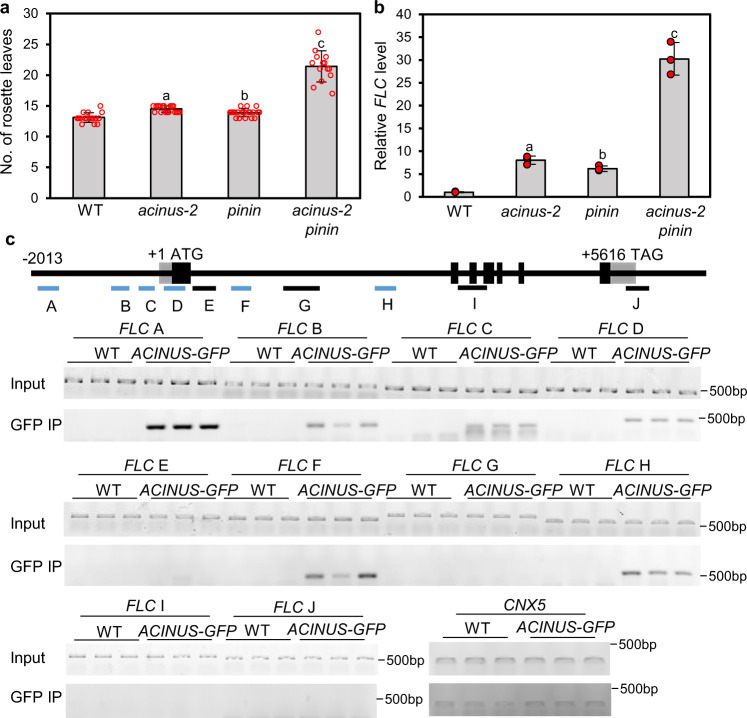
The *acinus-2 pinin-1* double mutant is late flowering with increased *FLC* expression. **a** Rosette leaf numbers of WT, *acinus-2*, *pinin-1*, and *acinus-2 pinin-1* at bolting stage grown in long day condition. Error bars indicate SD calculated from *n* > 12. Values represent mean ± SD calculated from at least 12 plants (*n* > 12). Statistically significant differences to WT were determined by two-tailed *t* test. The *P* values for a, b, and c are 1.35E−6, 2.48E−3, and 5.15E−9. **b** *FLC* expression level relative to *UBQ (At5g15400)* in WT, *acinus-2*, *pinin-1*, and *acinus-2 pinin-1*, determined by RT-qPCR in 12-day-old seedlings. Values represent mean ± SD calculated from three biological replicates (*n* = 3). Statistically significant differences to WT were determined by two-tailed *t* test. The *P* values for a, b, and c are 5.15E−3, 3.32E−3, and 4.91E−3. **c** Analysis of AtACINUS-GFP association with the *FLC* locus by ChIP-PCR in 12-day-old *AtACINUS-GFP/acinus-2* seedlings. WT serves as the negative control. Bars below the gene structure diagram represent regions analyzed by PCR (blue bars indicate regions enriched after immunoprecipitation). GFP IP shows PCR products using immunoprecipitated DNA. *CO-FACTOR FOR NITRATE, REDUCTASE, AND XANTHINE DEHYDROGENASE 5* (*CNX5*) serves as an internal control to show non-specific background DNA after immunoprecipitation. PCR reactions were set to 28 cycles.

### AtACINUS-dependent AS events are altered in *spy* and *sec*

To study how O-linked sugar modification affects the function of AtACINUS, we tested if the AtACINUS-dependent AS events are altered in the *spy* and *sec* mutants. Of the ten AtACINUS-dependent intron splicing events we have tested, four showed alterations in the *spy* mutant and one showed alteration in the *sec* mutant (Fig. 6).

**Fig. 6:**
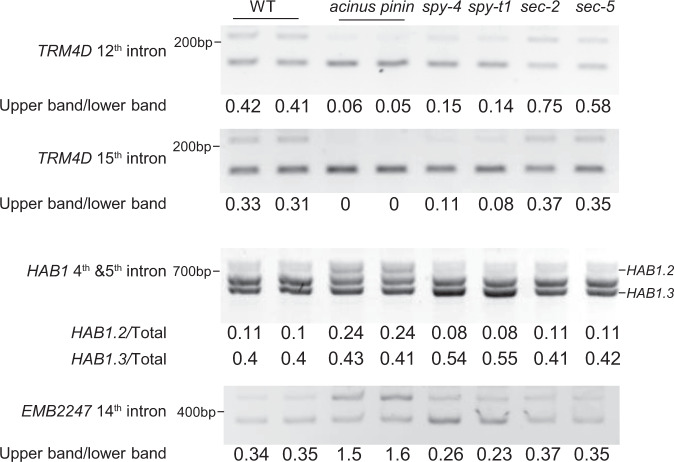
A subset of AtACINUS-dependent intron splicing events are affected in the *spy* and *sec* mutants. RT-PCR of *HAB1*, *EMB2247*, and *TRM4D* in 7-day-old WT, *acinus-2 pinin*, *spy-t1*, *spy-4*, *sec-2*, and *sec-5* seedlings with primers flanking the targeted introns.

In the 7-day-old light-grown plants, splicing of the 12th intron and the 15th intron of *TRNA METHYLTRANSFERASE 4D* (*TRM4D*, *At4g26600*) was enhanced in the *acinus-2 pinin* double mutant compared to that in the WT. In the loss-of-function mutants *spy-4* and *spy-t1* (SALK_090580), the splicing efficiency of these two introns were also enhanced. In contrast, the loss-of-function mutants *sec-2* and *sec-5* showed an increased retention of the 12th intron (Fig. 6). These results suggest that SPY and SEC have opposite effects on AtACINUS function in *TRM4D* splicing. The *spy-t1* and *spy-4* mutants accumulated more *HAB1.3* and less *HAB1*.2 than WT, while *acinus-2 pinin* accumulated more *HAB1.2* than the WT (Fig. 6), consistent with their opposite seed germination phenotypes. In addition, the splicing efficiency of the 14th intron of *EMBRYO DEFECTIVE 2247* (*Emb2247*, *AT5G16715*) was reduced in the *acinus-2 pinin* double mutant, but was increased in the *spy-t1* and *spy-4* mutants compared to WT (Fig. 6). These results support that the O-linked sugar modifications of AtACINUS modulate its functions in AS of specific RNAs.

### AtACINUS associates with transcriptional and splicing factors

To understand the molecular mechanisms of AtACINUS function, we conducted two immunoprecipitations followed by mass spectrometry (IP-MS) experiments. In the first experiment, immunoprecipitation was performed in three biological replicates using the AtACINUS-GFP/*acinus-2* plants and the anti-GFP nanobody. Transgenic plants expressing a Tandem-Affinity-Purification-GFP (TAP-GFP) protein were used as control^38^. The proteins co-immunoprecipitated with AtACINUS-GFP were identified based on enrichment (FDR = 0.01, S0 = 2) relative to the TAP-GFP control, quantified by label-free mass spectrometry analysis. In the second experiment, AtACINUS-associated proteins were identified by ^15^N stable-isotope-labeling in *Arabidopsis* (SILIA) quantitative mass spectrometry. WT and *acinus-2* mutant seedlings were metabolically labeled with ^14^N and ^15^N, and immunoprecipitation was performed using the anti-AtACINUS antibody, followed by mass spectrometry analysis. The isotope labels were switched in the two biological replicates. AtACINUS-associated proteins were identified based on enrichment in the WT compared to the *acinus* mutant control. These IP-MS experiments consistently identified 46 AtACINUS-associated proteins (Fig. 7a, Supplementary Fig. 10a, and Supplementary Data 3). These included SR45 and AtSAP18, supporting the existence of an evolutionarily conserved ASAP complex in *Arabidopsis*. The AtACINUS interactome also included a large number of proteins homologous to known components of the spliceosome, including five Sm proteins, one protein of the U2 complex, four proteins in the U5 complex, 17 proteins of the nineteen complex (NTC) and NTC-related complex (NTR)^39–41^. In addition, AtACINUS associated with six proteins of the exon junction complex (EJC) core and the EJC-associated TRanscription-EXport (TREX) complex, three proteins of the small nucleolar ribonucleoprotein (snoRNP) complexes, and four other splicing-related proteins (Fig. 7a and Supplementary Data 3)^41–45^. AtACINUS interactome also included a component of the RNA Polymerase II Associated Factor 1 complex (PAF1C) (Fig. 7a and Supplementary Data 3). The interactome data suggest that, similar to mammalian Acinus, AtACINUS plays dual roles in AS and transcriptional regulation.

**Fig. 7:**
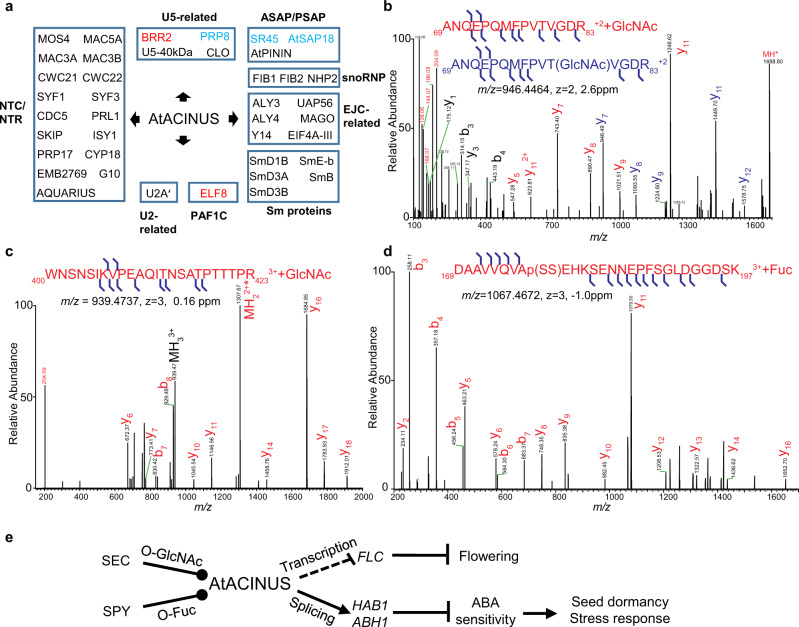
AtACINUS is O-GlcNAc and O-fucose modified and associates with spliceosomal complexes, transcriptional regulators, and chromatin remodeling proteins. **a** Diagram shows functional groups of AtACINUS-associated proteins. Proteins are grouped in boxes based on their association with known complexes or functions. Positive regulators of *FLC* are highlighted in red and negative regulators in blue. Seven-day-old seedlings were used for the label-free IP-MS experiments and 14-day-old seedlings were used for the ^15^N stable-isotope-labeling in *Arabidopsis* (SILIA) quantitative MS experiments. **b**, **c** Higher energy collisional dissociation (HCD) mass spectra show O-GlcNAcylation on Thr79 and a sequence spanning amino acid 400–423 of AtACINUS. The sequence ion series that retain this modification (shifted by 203 Da) are labeled in blue (**b**). The sequence ion series that have lost the modification are labeled in red. HexNAc oxonium ion (*m/z* 204) and its fragments masses are labeled in red. **d** HCD spectrum shows O-fucosylation on a sequence spanning amino acid 169–197 of AtACINUS with neutral loss. **e** Proposed model of a molecular pathway in which nutrient sensing O-GlcNAcylation and O-fucosylation modulate the evolutionarily conserved RSB-domain protein AtACINUS, which controls transcription and alternative RNA splicing of specific target genes to modulate stress hormone sensitivity and developmental transitions such as seed germination and flowering in plants.

The AtACINUS interactome includes five proteins that are genetically involved in regulating *FLC* and flowering (Fig. 7a and Supplementary Data 3). These are BRR2 and PRP8 of the U5 complex, ELF8 of the PAF1C, and SR45 and AtSAP18 of the ASAP complex^19,37,46,47^. These results suggest that AtACINUS may regulate *FLC* expression through a complex protein network involving multiple regulatory pathways.

We have previously identified O-GlcNAc modification on Thr79 on AtACINUS^13^ (Fig. 7b) after LWAC enrichment. Mass spectrometry analysis following affinity purification of AtACINUS identified additional O-GlcNAc modification on the peptide containing amino acids 407–423 (Fig. 7c and Supplementary Fig. 10b), as well as O-fucosylation on the peptide containing amino acids 169–197 (Fig. 7d). These results confirm that AtACINUS is a target of both O-GlcNAc and O-fucose modifications.

Using targeted mass spectrometry analysis, we confirmed that the *acinus-2 pinin* double mutant expressed only the AtACINUS’s N-terminal peptides (at about 20% WT level), but no detectable peptides of the C-terminal region (after T-DNA insertion) (Supplementary Fig 11 and Supplementary Data 5). Both N- and C-terminal peptides of AtPININ were undetectable in the *acinus-2 pinin* mutant (Supplementary Fig 12 and Supplementary Data 5). Meanwhile, SR45 and AtSAP18 protein levels were dramatically reduced to 3.9% and 2.7% of WT levels, respectively (Supplementary Figs. 13 and 14 and Supplementary Data 5). Together, these results indicate that the stability of the other members of the ASAP and PSAP complexes is dependent on AtACINUS and AtPININ.

## Discussion

Our recent identification of O-GlcNAcylated proteins in *Arabidopsis* enabled functional study of this important signaling mechanism in plants^13^. Here our systematic analysis of one of these O-GlcNAcylated proteins, AtACINUS, demonstrates its functions as a target of O-GlcNAc and O-fucose signaling and a component of the evolutionarily conserved ASAP complex that regulates transcription and RNA AS thereby modulating stress responses and developmental transitions. Our comprehensive genetic, transcriptomic, and proteomic analyses provide a large body of strong evidence illustrating a molecular pathway in which nutrient sensing O-GlcNAcylation and O-fucosylation modulate specific functions of the evolutionarily conserved RSB-domain protein AtACINUS to modulate stress hormone sensitivity, seed germination, and flowering in plants (Fig. 7e).

Studies in animals have identified Acinus and Pinin as essential cellular components that bridge chromatin remodeling, transcription, and splicing through the formation of analogous ASAP and PSAP complexes^14,16,17,48–51^. Sequence alignment and phylogenetic analysis show that the *Arabidopsis* orthologs, AtACINUS and AtPININ, share higher levels of sequence similarity to their animal counterparts than to each other and appear to have evolved independently since the separation of the plant and metazoan kingdoms^14^. Considering their evolutionary distance and limited sequence similarity (12 amino acid residues in the RSB motif), it was surprising that the functions of AtACINUS and AtPININ are genetically redundant. This represents likely the least sequence similarity between two redundant genes and raises cautions for prediction of genetic redundancy based on the level of sequence similarity.

The developmental functions in seed germination and flowering seem to involve AtACINUS’s distinct activities in splicing and transcription of key components of the regulatory pathways. Specifically, AS events in *ABH1* and *HAB1* are likely the major mechanisms by which AtACINUS modulates ABA signaling dynamics to control seed germination and stress responses. ABH1 is an mRNA cap-binding protein that modulates early ABA signaling^30,31^. The loss-of-function *abh1* mutant with a T-DNA insertion in the 8th intron is ABA hypersensitive with enhanced early ABA signaling^30^. Similarly, the retention of the 10th intron of *ABH1* in *acinus pinin* mutant is expected to truncate its C-terminal half and cause loss of *ABH1* function and thus increase of ABA sensitivity. Supporting the functional role of the ASAP/PSAP-ABH1 pathway, we observed a significant correlation between the transcriptomic changes in *abh1* and the *acinus pinin* double mutant (Supplementary Fig. 8)^32,33^. A recent proteomic study showed that the ABH1 protein level was decreased in the *sr45* mutant^23^, whereas a reduction of *ABH1* RNA level to ~30% caused obvious phenotypes in potato^52^.

AtACINUS-mediated AS of *HAB1* switches a positive feedback loop to a negative feedback loop in the ABA signaling pathway. *HAB1* encodes a phosphatase that dephosphorylates the SNF1-related protein kinases (SnRK2s) to inhibit ABA responses, and the ligand-bound ABA receptor inhibits HAB1 to activate ABA responses^53,54^. The intron-containing *HAB1.2* encodes a dominant negative form of HAB1 protein that lacks the phosphatase activity but still competitively interacts with SnRK2, thus activating, instead of inhibiting, ABA signaling^34,35^. As ABA signaling feedback increases the *HAB1* transcript level, the AtACINUS-mediated AS switches a positive feedback loop that reinforces ABA signaling to a negative feedback loop that dampens ABA signaling. Such a switch is presumably important for the different ABA signaling dynamics required for the onset of and recovery from stress responses or dormancy.

The relative contributions of intron retention of *ABH1* and *HAB1* to ABA sensitivity will need to be quantified by genetic manipulation of each splicing event. Additional mechanisms may contribute to the ABA-hypersensitivity phenotypes of *acinus pinin*. For example, the level of SR45 is significantly decreased in *acinus pinin*, while loss of SR45 has been reported to cause accumulation of SnRK1 which is a positive regulator of stress and ABA responses^55^.

The late-flowering phenotype of the *acinus pinin* mutant correlated with increased *FLC* expression. A role of AtACINUS in repressing *FLC* has been suggested based on its association with the VAL1 transcription factor, which binds to the *FLC* promoter^26^. Our results provide genetic evidence for the function of AtACINUS in repressing *FLC* expression. Further, our ChIP-PCR analysis shows that AtACINUS associates with genomic DNA of the promoter region and the first intron of *FLC*, confirming a direct role in transcriptional regulation of *FLC*. These results provide critical evidence for the hypothesis that the AtACINUS represses *FLC* by AtSAP18-mediated recruitment of the Sin3 histone deacetylase complex (HDAC)^26^. It is worth noting that overexpression of AtSAP18 in the *sr45* mutant increased *FLC* expression and further delayed flowering^23^. It is possible that the transcriptional repression function of AtSAP18 requires the ASAP/PSAP complex. It is also worth noting that the AtACINUS interactome includes several proteins known to be involved in regulating *FLC* expression and flowering. Among these, BRR2 and PRP8 are components of the U5 complex and mediate splicing of the sense and anti-sense transcripts of *FLC* to inhibit and promote flowering, respectively^37,46^. ELF8 is a component of the PAF1 complex and promotes histone methylation of *FLC* chromatin^47^. The identification of additional *FLC*-regulators as AtACINUS-associated proteins suggests that AtACINUS may regulate *FLC* expression through complex protein networks. Genetic evidence supports that ELF8/PAF1C and SR45 also have dual functions in regulating *FLC* expression and ABA responses^18,19,22,56^, suggesting that the functions of AtACINUS in seed germination and flowering may involve overlapping protein networks.

Structural studies in metazoan systems showed that the RSB domains of Acinus and Pinin directly interact with RNPS1 and SAP18, forming a ternary ASAP and PSAP complexes that have both RNA- and protein-binding properties as well as abilities to interact with both RNA splicing machinery and histone modifiers^14^. ASAP and PSAP function as EJC peripheral protein complexes to modulate RNA processing^15,57^. Our quantitative proteomic analyses of the AtACINUS interactome provide strong evidence for interaction with SR45 (ortholog of RNPS1) and AtSAP18, as well as components of EJC and additional splicing factors. However, some proteins, such as SPY and SEC, may interact transiently and were not detected by IP-MS. While our proteomic data do not distinguish the proteins that directly interact with AtACINUS from those that associate indirectly as a subunit of the interacting protein complexes, the greatly reduced levels of SR45 and AtSAP18 proteins in *acinus pinin* are consistent with the direct interactions predicted based on the conserved RSB domain. Similarly, the *sr45* mutation leads to a near absence of AtSAP18 and a mild decrease of the AtACINUS protein level in the inflorescence tissues^23^. Together these observations support the notion that AtACINUS and AtPININ mediate formation of similar ASAP and PSAP complexes and stabilize SR45 and AtSAP18 in plants.

Studies in human cells have shown that Acinus and Pinin mediate splicing of distinct RNAs and that Acinus cannot rescue the splicing defects caused by knockdown of Pinin^15^. In contrast, AtACINUS and AtPININ appear to have largely redundant and interchangeable functions. It is possible that both AtACINUS and AtPININ, through their RSB domain, recruit SR45 and AtSAP18, which determine target specificities. However, AtACINUS and AtPININ may have subtle differences in their functions. Like human Acinus, AtACINUS contains two additional conserved domains that are absent in AtPININ. Further, the regions of AtACINUS and AtPININ, as well as human Acinus and Pinin, outside the RSB domain contain mostly divergent intrinsically disordered sequences^58^ (Supplementary Fig. 15). These distinct sequences may provide specificity in interactions with target transcripts and partner proteins or in regulation by PTMs^58^. Indeed, O-GlcNAcylated residues (Thr79 and amino acids 407–423) and the O-fucosylated site (amino acids 169–197) were in the intrinsically disordered regions of AtACINUS, whereas no O-GlcNAc or O-fucose modification was detected in AtPININ, though this could be due to partial sequence coverage of our mass spectrometry analysis. Deep RNA-seq analysis with higher sequence coverage of the single and double mutants of *acinus* and *pinin* will be required to fully understand their functional overlap and specificities.

How SEC/O-GlcNAc and SPY/O-fucose modulate development and physiology of plants is not fully understood at the molecular level. The mechanism of regulating GA signaling involves antagonistic effects of O-fucosylation and O-GlcNAcylation of the DELLA proteins^10^. Similarly, we observed the opposite effects of *spy* and *sec* on the splicing of the 12th intron of *TRM4D*, suggesting distinct effects of O-GlcNAcylation and O-fucosylation on AtACINUS functions. Consistent with their different phenotype severities, more AS events were affected in *spy* than *sec*. The *spy* mutant showed increased splicing for four of the ten introns analyzed; two of these introns (in *TRM4D*) were more spliced and the other two (*HAB1* and *EMB2247)* were less spliced in the *acinus pinin* mutant than in WT, suggesting that the SPY-mediated O-fucosylation may have different effects on AtACINUS activities on different transcripts. The two O-GlcNAc-modified residues (Thr79 and amino acids 407–423) and the O-fucose modified residue (amino acids 169–197) are in different regions of the intrinsically disordered sequence^58^ (Supplementary Fig. 15), suggesting that PTMs in the disordered sequences play roles in substrate-specific splicing activities.

The high percentage of AtACINUS-dependent AS events affected in *spy* and *sec* supports an important function of AtACINUS in mediating the regulation of AS by O-glycosylation. On the other hand, AtACINUS-independent mechanisms may also contribute to the regulation, as the O-GlcNAcylated *Arabidopsis* proteins include additional RNA-binding and splicing factors^13^, such as SUS2 which is in the AtACINUS interactome. Deep transcriptomic analysis of *spy*, *sec*, and conditional double *spy sec* mutants will be required to better understand how O-GlcNAc and O-fucose modulate RNA processing and AtACINUS function. Genetic analyses have suggested that SPY acts upstream of the ABA insensitive 5 (ABI5) transcription factor in regulating seed germination^8^. The molecular link between SPY/O-fucose and ABA signaling has remained unknown. Our results support a hypothesis that O-fucose modification modulates AtACINUS activity in splicing a subset of transcripts including *HAB1* to modulate ABA sensitivity. The biological function of this SPY-AtACINUS pathway remains to be further evaluated by genetic analyses including mutagenesis of the O-fucosylation sites of AtACINUS. It is likely that parallel pathways also contribute to the regulation of ABA sensitivity and seed germination by O-fucosylation and O-GlcNAcylation. For example, increased GA signaling was thought to contribute to ABA hyposensitivity in the *spy* mutant^59^. Further, the ABA response element binding factor 3 (ABF3) is also modified by O-GlcNAc^13^. The function of O-glycosylation in stress responses seems to be conserved, as large numbers of molecular connections between O-GlcNAc and stress response pathways have been reported in metazoans^5^.

How O-linked glycosylation of AtACINUS affects its transcriptional activity at the *FLC* locus remains to be investigated. Both *spy* and *sec* mutants flower early, opposite to *acinus pinin*. While *spy* shows a strong early flowering phenotype, the *FLC* expression level was unaffected in *spy* under our experimental conditions (Supplementary Fig. 16), suggesting that SPY regulates flowering independent of *FLC*. The *FLC* level was decreased in *sec*^60^, supporting the possibility that O-GlcNAcylation affects AtACINUS transcription activity. However, the effect of *sec* on *FLC* expression could also be mediated by other O-GlcNAc-modified flowering regulators^13,60^.

Our study reveals important functions of AtACINUS in developmental transitions and a previously unknown function of O-linked glycosylation in regulating RNA AS. While we were getting our revised manuscript ready for submission, evidence was reported for a similar function of O-GlcNAc in intron splicing in metazoan and for broad presence of stress-dependent intron retention in plants. Interestingly, inhibition of OGT was found to increase splicing of detained introns in human cells^61^. Detained introns are a novel class of post-transcriptionally spliced (pts) introns, which are one or few introns retained in transcripts where other introns are fully spliced^62^. Transcripts containing pts introns are retained on chromatin and are considered a reservoir of nuclear RNA poised to be spliced and released when a rapid increase of protein level is needed, such as in neuronal activities^62,63^. A recent study uncovered a large number of pts introns in *Arabidopsis*. A significant portion of these pts introns show enhanced intron retention under stress conditions. Several splicing factors involved in pts intron splicing, MAC3A, MAC3B, and SKIP^64^, are parts of the AtACINUS interactome. 

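The paper's supplement marks 114 of its introns with changed retention as pts introns, 13 of them with decreased retention. Of these 114, 56 were called in the same direction from the deposited counts. Among the introns with increased retention, 52 of the pts introns and 67 of the 115 non-pts introns were called. The median log2 fold change of the ratio of intron to exon reads was 1.60 for the pts and 1.51 for the non-pts introns. Which introns of the genome are pts introns was not analysed here.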

Among the introns retained in the *acinus pinin* mutant, 114 are pts introns, which is about 1.7-fold the random probability (*p* value <3.0E−9). These pts introns include the intron retained in *ABH1* but not that in *HAB1*, consistent with translation of the dominant negative form of HAB1.2 (refs. ^34,35^). Together with these recent developments, our study raises the possibility that AtACINUS plays important roles in the splicing of pts introns, acting downstream of the metabolic signals transduced by SPY/O-fucose and SEC/O-GlcNAc. Our study supports an evolutionarily conserved function of O-glycosylation in regulating RNA splicing, thereby linking metabolic signaling with switches of cellular status between normal and stress conditions as well as during developmental transitions.

## Methods

### Plant materials

All the *Arabidopsis thaliana* plants used in this study were in the Col-0 ecotype background. The plants were grown in greenhouses with a 16-h light/8-h dark cycle at 22–24 °C for general growth and seed harvesting. For seedlings grown on the medium in Petri dishes, the sterilized seeds were grown on ½ Murashige and Skoog (MS) medium and supplemented with 0.7% (w/v) phytoagar. Plates were placed in a growth chamber under the constant light condition at 21–22 °C. T-DNA insertional mutants *atacinus-1* (Salk_078554, insertion position +1744 relative to the genomic translational start site of At4G39680), *atacinus-2* (WiscDsLoxHs108_01G, insertion position +674), *atpinin-1* (GABI_029C11/CS402723, insertion position +1817 of At1G15200), *spy-t1* (Salk_090580), and *sec-5* (Salk_034290) were obtained from *Arabidopsis* Biological Resource Center. The *spy-4* and *sec-2* seeds that have been backcrossed to Columbia for six generations were provided by Neil Olszewski lab.

### Germination assay

Seeds were surface sterilized with 70% (v/v) ethanol and 0.1% (v/v) Triton X-100 sterilization solution for 5 min. The sterilization solution was then removed and seeds were resuspended in 100% ethanol and dried on a filter paper. The sterilized seeds were then plated on ½ MS medium supplemented with mock or ABA. The seeds were placed in 4 °C cold room for 3 days for stratification before moving into a growth chamber to germinate. Germination was defined as obvious radicle emergence from the seed coat.

### Gene cloning and plant transformation

The *AtACINUS* cDNA was initially cloned into the vector pENTR-D/TOPO and subsequently into the binary vector pGWB5 to generate the *35S::AtACINUS-GFP* plasmid. The *35S::AtACINUS-GFP* binary plasmid was transformed into *acinus-2* plants by floral dipping with *Agrobacterium tumefaciens* strain GV3101. A homozygous *35S::AtACINUS-GFP*/*acinus-2* plant was selected for similar protein expression level to the endogenous AtACINUS protein of WT plants using a native α-AtACINUS antibody, and crossed with *acinus-2 pinin-1* to obtain *35S::AtACINUS-GFP*/*acinus-2 pinin-1* transgenic lines. Similarly, *35S::AtACINUS-YFP-TurboID* plasmid was generated by LR reaction of gateway-compatible *35S::YFP-TbID*^65^ with *pENTR-AtACINUS* and transformed to *acinus-2 pinin-1* to obtain transgenic lines.

The *AtPININ* cDNA was acquired from the *Arabidopsis* stock center and subsequently cloned into the binary vector pEarleyGate104 to generate the *35S::YFP-AtPININ* vector. The *35S::YFP-AtPININ* binary plasmid was transformed into *acinus-2 pinin-1*/+ plants by floral dipping with *A. tumefaciens* strain GV3101. Transgenic plants were genotyped for *pinin-1* allele to obtain *35S::YFP-AtPININ*/*acinus-2 pinin-1* transgenic lines.

### Bioinformatics analysis

Dendrogram of AtACINUS and AtPININ homologs in different species was constructed using the “simple phylogeny” web tool of EMBL-EBI website with UPMGA method using default settings (https://www.ebi.ac.uk/Tools/phylogeny/simple_phylogeny/). The protein alignment was generated using MUSCLE from EMBL-EBI website with the default setting (https://www.ebi.ac.uk/Tools/msa/muscle/)^66,67^. Pairwise protein sequence alignment was performed with Blastp from the NCBI blastp suite with *E*-value set to 0.01. (https://blast.ncbi.nlm.nih.gov/Blast.cgi?PAGE=Proteins).

Protein disorderliness was predicted based on amino acid sequences using PrDOS (http://prdos.hgc.jp/cgi-bin/top.cgi) with the default setting^68^.

Gene expression correlation was analyzed with AtCAST3.1 using default settings (http://atpbsmd.yokohama-cu.ac.jp/cgi/atcast/home.cgi)^33^.

### RNA sequencing and data analysis

RNA was extracted from 14-day-old WT and *acinus-2 pinin-1* seedlings using RNeasy mini kit (Qiagen) and treated with TURBO DNA-free Kit (Ambion) to remove any genomic DNA contamination. The mRNA libraries were constructed using NEBNext RNA Library Prep Kit for Illumina following the standard Illumina protocol. Illumina sequencing was performed in the Sequencing Center for Personalized Medicine, Department of Genetics at Stanford University, using an Illumina HiSeq 2000 System. The RNA-seq data have been deposited at the NCBI Gene Expression Omnibus (GEO) database under the accession number GSE110923.

Differential gene expression was analyzed using STAR and Deseq2. Trimmed and quality control-filtered sequence reads were mapped to the *Arabidopsis* reference genome (TAIR10) using STAR (v.2.54) in two pass mode (parameters: –outFilterScoreMinOverLread 0.3, –outFilterMatchNminOverLread 0.3, –outSAMstrandField intronMotif, –outFilterType BySJout, –outFilterIntronMotifs RemoveNoncanonical, –quantMode TranscriptomeSAM GeneCounts)^69^. To obtain uniquely mapping reads, these were filtered by mapping quality (q20), and PCR duplicates were removed using Samtools rmdup (v.1.3.1). Gene expression was analyzed in R (v.3.4.1) using DEseq2 (v.1.16.1)^70^. Significant differentially expressed genes are selected based on adj *p*-value <0.02 and fold change >2.

AS analysis was performed with RACKJ using default setting (online manual available at http://rackj.sourceforge.net/)^71^. Raw intron retention data were analyzed and filtered to reduce false positives with two criteria: (1) fold change of intron retention >2, *p*-value <0.05 in a two-tailed *t*-test and (2) intron RPKM >1 and estimated percentage of IR >5% in the sample that shows increased IR in the intron. Raw exon skipping (ES) data were analyzed and filtered with two criteria: (1) fold change of ES rate >2, *p*-value <0.05 in a two-tailed *t*-test, and (2) increased ES event is supported by reads with RPKM >1 and ES rate >5%. For alternative donor/acceptor usage discovery, only events that appear significantly different in each pair-wise comparison between WT and *acinus-2 pinin-1* (Fisher’s exact test *p*-value <0.05) were considered significant and were further filtered with two criteria: (1) fold change >2 and (2) increased alternative donor/acceptor usage is supported by reads with RPKM >1 and rate >5%.

### RNA extraction, reverse transcription PCR

RNA was extracted from seedlings using Spectrum™ Plant Total RNA Kit (Sigma) and treated with TURBO DNA-free Kit (Ambion) to remove any genomic DNA contaminants. Purified RNA (500 ng) is subjected to cDNA synthesis using RevertAid Reverse Transcriptase (Thermo) with Oligo(dT)_18_ primer. The synthesized cDNA was used for PCR and qPCR analyses. PCR products were analyzed by gel electrophoresis and the PCR band intensities were quantified using ImageJ. The qPCR analyses were performed with the SensiMix™ SYBR® & Fluorescein Kit (Bioline) on a LightCycler 480 (Roches). For each sample, two technical replicates were performed. The comparative cycle threshold method was used for calculating transcript level. Primers used for *FLC* antisense analysis are the same as in the previous publication^37^. Sequences of oligo primers are listed in Supplementary Data 4.

### RNA immunoprecipitation

RNA-IP was performed using a protocol modified based on published procedures^22^. Briefly, 3 g of tissues of 7-day-old *35S::AtACINUS-GFP/acinus-2* and *35S::GFP* seedlings were cross-linked with 1% (v/v) formaldehyde for 15 min. Cross-linked RNA–protein complexes were extracted in NLB buffer (20 mmol/L Tris-HCl, pH 8.0, 150 mmol/L NaCl, 2 mmol/L EDTA, 1% (v/v) Triton X-100, 0.1% (w/v) SDS, 1 mmol/L PMSF, and 2× Protease Inhibitor (Roche)) and sheared by sonication (25% amplitude, 0.5 s on/0.5 s off for 2 min × 3 cycles on a Branson Digital Sonifier). Immunoprecipitation was carried out with Protein A magnetic beads (Thermo Fisher) that were pre-incubated overnight with homemade anti-GFP antibody (5 µg for each sample) for 1 h on a rotator. Beads were washed five times with 1 mL of NLB buffer (no SDS, 0.5% (v/v) Triton X-100) with 80 U/mL RNase inhibitor. To elute the immuno-complex, 100 µL of elution buffer (20 mmol/L Tris-HCl, pH 8.0, 10 mmol/L EDTA, 1% (w/v) SDS, 800 U/mL RNase inhibitor) was added to the beads and incubated at 65 °C for 15 min. The elute was incubated with 1 µL of 20 mg/mL Protease K at 65 °C for 1 h for protein digestion and reverse-crosslinking. RNA was purified and concentrated using the RNA Clean & Concentrator™ kit (Zymo). On-column DNase digestion was performed to remove DNA contaminations. Samples were kept on ice whenever possible during the experiment. Three biological replicates were performed and the co-immunoprecipitated RNAs were quantified with RT-qPCR, and the results were normalized to *PP2a* and *25S rRNA*^72^.

### ChIP-PCR

ChIP analysis was performed using a similar protocol to the previous publications^73^. Briefly, tissue crosslinking, protein extraction, and immunoprecipitation were carried out as described above for RNA-IP. The beads were washed with low-salt buffer (50 mmol/L Tris-HCl at pH 8.0, 2 mmol/L EDTA, 150 mmol/L NaCl, and 0.5% (v/v) Triton X-100), high-salt buffer (50 mmol/L Tris-HCl at pH 8.0, 2 mmol/L EDTA, 500 mmol/L NaCl, and 0.5% (v/v) Triton X-100), LiCl buffer (10 mmol/L Tris-HCl at pH 8.0, 1 mmol/L EDTA, 0.25 mol/L LiCl, 0.5% (w/v) NP-40, and 0.5% (w/v) sodium deoxycholate), and TE buffer (10 mmol/L Tris-HCl at pH 8.0 and 1 mmol/L EDTA), and eluted with elution buffer (1% (w/v) SDS and 0.1 mmol/L NaHCO_3_). After reverse cross-linking and proteinase K digestion, the DNA was purified with a PCR purification kit (Thermo Fisher) and analyzed by PCR. Three biological replicates were performed. *FLC* primers were based on the previous publications^47^.

### SILIA-MS quantitative analysis of the AtACINUS interactome

Stable-isotope-labeling in *Arabidopsis* mass spectrometry (SILIA-MS) was used for quantitative analysis of the AtACINUS interactome. The WT and *acinus-2* plants were grown for 2 weeks at 21 °C under constant light on vertical plates of ^14^N or ^15^N medium (Hogland’s No. 2 salt mixture without nitrogen 1.34 g/L, 6 g/L Phytoblend, 2 µmol/L propiconazole, and 1 g/L KNO_3_ or 1 g/L K^15^NO_3_ (Cambridge Isotope Laboratories), pH 5.8). About 5 g of tissue was harvested for each sample, ground in liquid nitrogen and stored at −80 °C. Immunoprecipitation was performed as described previously with slight modifications^74^. Briefly, proteins were extracted in 10 mL of MOPS buffer (100 mmol/L MOPS, pH 7.6, 150 mmol/L NaCl, 1% (v/v) Triton X-100, 1 mmol/L phenylmethylsulfonyl fluoride (PMSF), 2× Complete protease inhibitor cocktail, and PhosStop cocktail (Roche)), centrifuged, and filtered through two layers of Miracloth. The flow through was incubated with 20 µg of anti-AtACINUS antibody for 1 h at 4 °C, then 50 µL of protein A agarose beads were added and incubated for another hour, followed by four 2-min washes with immunoprecipitation buffer. At the last wash, ^14^N-labeled WT and ^15^N-labeled *acinus-2* IP samples or reciprocal ^15^N-labeled WT and ^14^N-labeled *acinus-2* IP samples were mixed, and eluted with 2× SDS buffer. The eluted proteins were separated by SDS-PAGE. After Coomassie Brillant blue staining, the whole lane of protein samples was excised in ten segments and subjected to in-gel digestion with trypsin.

The peptide mixtures were desalted using C18 ZipTips (Millipore) and analyzed on an LTQ-Orbitrap Velos mass spectrometer (Thermo Fisher), equipped with a NanoAcquity liquid chromatography system (Waters). Peptides were loaded onto a trapping column (NanoAcquity UPLC 180 µm × 20 mm; Waters) and then washed with 0.1% (v/v) formic acid. The analytical column was a BEH130 C18 100 µm × 100 mm (Waters). The flow rate was 600 nL/min. Peptides were eluted by a gradient from 2–30% solvent B (100% (v/v) acetonitrile/0.1% (v/v) formic acid) over 34 min, followed by a short wash at 50% solvent B. After a precursor scan was measured in the Orbitrap by scanning from mass-to-charge ratio 350 to 1500, the six most intense multiply charged precursors were selected for collision-induced dissociation in the linear ion trap.

Tandem mass spectrometry peak lists were extracted using an in-house script PAVA, and data were searched using Protein Prospector against the *Arabidopsis* Information Resource (TAIR10) database, to which reverse sequence versions were concatenated (a total of 35,386 entries) to allow estimation of a false discovery rate (FDR). Carbamidomethylcysteine was searched as a fixed modification and oxidation of methionine and N-terminal acetylation as variable modifications. Data were searched with a 10 p.p.m. tolerance for precursor ions and 0.6 Da for fragment ions. Peptide and protein FDRs were set as 0.01 and 0.05. ^15^N-labeled amino acids were also searched as a fixed modification for ^15^N data. ^15^N labeling efficiency was calculated as about 96%, by manually comparing experimental peak envelope data of the ^15^N-labeled peptide from top 10 proteins in the raw data to theoretical isotope distributions using Software Protein-prospector (MS-Isotope app). Quantification was done using Protein Prospector which automatically adjusts the L/H ratio with labeling efficiency. The SILIA ratio (WT/*acinus-2*) was normalized using the average ratios of non-specific interactor ribosomal proteins (with more than five peptides). ^15^N labeling samples in general have lower identification rates of proteins because of incomplete (96%) labeling efficiency. The data have been deposited to PRIDE with project accession: PXD020700.

### Label-free mass spectrometric analysis of AtACINUS and its interactome

The *AtACINUS-GFP*/*acinus-2* and TAP-GFP seedlings^38^ were grown for 7 days at 21 °C under constant light on ½ MS medium. Tissues were harvested, ground in liquid nitrogen, and stored at −80 °C.

Immunoprecipitation was performed as described previously with slight modifications^74^. Briefly, proteins were extracted in MOPS buffer (100 mmol/L MOPS, pH 7.6, 150 mmol/L NaCl, 1% (v/v) Triton X-100, 1 mmol/L PMSF, 2× Complete protease inhibitor cocktail, and PhosStop cocktail (Roche)) and 20 µmol/L PUGNAc inhibitor (Sigma), centrifuged, and filtered through two layers of Miracloth, then incubated with a modified version of LaG16-LaG2 anti-GFP nanobody^75^ conjugated to Dynabeads (Invitrogen), for 3 h at 4 °C, followed by four 2-min washes with immunoprecipitation buffer and eluted with 2% (w/v) SDS buffer containing 10 mmol/L tris(2-carboxyethyl) phosphine (TCEP) and 40 mmol/L chloroacetamide at 95 °C for 5 min. The eluted proteins were separated by SDS-PAGE. After Colloidal blue staining, the whole lane of protein samples was excised in two segments and subjected to in-gel digestion with trypsin. Three biological experiments were performed.

The peptide mixtures were desalted using C18 ZipTips (Millipore) and analyzed on a Q-Exactive HF hybrid quadrupole-Orbitrap mass spectrometer (Thermo Fisher) equipped with an Easy LC 1200 UPLC liquid chromatography system (Thermo Fisher). Peptides were separated using analytical column ES803 (Thermo Fisher). The flow rate was 300 nL/min and a 120-min gradient was used. Peptides were eluted by a gradient from 3 to 28% solvent B (80% (v/v) acetonitrile/0.1% (v/v) formic acid) over 100 min and from 28 to 44% solvent B over 20 min, followed by a short wash at 90% solvent B. Precursor scan was from mass-to-charge ratio (*m/z*) 375 to 1600 and top 20 most intense multiply charged precursors were selected for fragmentation. Peptides were fragmented with higher-energy collision dissociation (HCD) with normalized collision energy (NCE) 27.

The raw data were processed by MaxQuant using most of the preconfigured settings^76^. The search was against the same TAIR database as mentioned above. Carbamidomethylcysteine was searched as a fixed modification and oxidation of methionine and N-terminal acetylation as variable modifications. Data were searched with a 4.5 p.p.m. tolerance for precursor ion and 20 p.p.m. for fragment ions. The second peptide feature was enabled. A maximum of two missed cleavages was allowed. Peptide and protein FDRs were set as 0.01. Minimum required peptide length was seven amino acids. Multiplicity was set to 1. Label-free quantification (LFQ) was enabled. The match between runs option was enabled with a match time window of 0.7 min and an alignment time window of 20 min. Quantification was done on unique and razor peptides and a minimum ratio count was set to 2.

The proteinGroups.txt file generated by MaxQuant were loaded to Perseus^77^. The results were filtered by removing identified proteins by only modified sites, or hits to reverse database and contaminants. LFQ intensity values were logarithmized. The pull-downs were divided to AtACINUS-GFP and TAP-GFP control. Samples were grouped in triplicates and identifications were filtered for proteins having at least three values in at least one replicate group. Signals that were originally zero were imputed with random numbers from a normal distribution (width 0.3, shift = 1.8). Volcano plot was performed with *x* axis representing the logarithmic ratios of protein intensities between AtACINUS-GFP and TAP-GFP. The hyperbolic curve that separates AtACINUS specific interactor from background was drawn using threshold value FDR 0.01 and curve bend S0 value 2.

LFQ data and SILIA data were combined and filtered to get a high-confidence list of interactors: (1) Significant enrichment in LFQ three biological replicates (FDR = 0.01, S0 = 2); (2) Enrichment of over twofolds in both SILIA biological experiment; or over twofolds in one SILIA experiment, but not identified in second SILIA experiment. If the proteins are only identified and quantified by LFQ three biological replicates, then a higher stringency cut off (enrichment >16-fold, *t*-value >4) is used. The data were deposited to PRIDE with project accession: PXD020748.

For affinity purification of AtACINUS using in vivo biotinylation, the *acinus pinin* mutant was transformed with a T-DNA construct that expresses AtACINUS as a fusion with TurboID from the 35S promoter^65^. The *AtACINUS-YFP-TurboID*/*acinus-2 pinin-1* seedlings were treated with 0 or 50 µmol/L biotin for 3 h. The AtACINUS-YFP-Turbo protein was affinity purified using streptavidin beads as previously described^65^ using a modified extraction buffer containing 20 µmol/L PUGNAC and 1× PhosphoStop. After on-bead tryptic digestion, the samples were analyzed as described above in the label-free IP-MS section on a Q-Exactive HF instrument. Data were searched as described above but allowing additional modifications: O-GlcNAcylation modification on S/T and neutral loss, O-fucosylation on S/T and neutral loss, phosphorylation on S/T and biotinylation on lysine. The data were deposited to PRIDE with accession number: PXD020749.

### Targeted quantification comparing WT and the *acinus-2 pinin-1* double mutant

The WT and *acinus-2 pinin-1* plants were grown on Hoagland medium containing ^14^N or ^15^N (1.34 g/L Hogland’s No. 2 salt mixture without nitrogen, 6 g/L Phytoblend, and 1 g/L KNO_3_ or 1 g/L K^15^NO_3_ (Cambridge Isotope Laboratories), pH 5.8). Proteins were extracted from six samples (one ^14^N-labeled Col, two of ^15^N-labeled Col, two of ^14^N-labeled *acinus-2 pinin-1*, and one ^15^N-labeled *acinus-2 pinin-1*) individually using SDS sample buffer and mixed as the following: one forward sample F1 (^14^N Col/^15^N *acinus-2 pinin-1*) and two reverse samples R2 and R3 (^14^N *acinus-2 pinin-1*/^15^N Col) and separated by the SDS-PAGE gel with a very short run. Two segments (upper part (U) ranging from the loading well to ~50 KD; lower part (L) ranging from ~50 KD to the dye front) were excised, trypsin digested, and analyzed by liquid chromatography mass spectrometry (LC-MS) as described above in the label-free IP-MS section on a Q-Exactive HF instrument using an ES803A analytical column. Data-dependent acquisition was used first to get the peptide information from multiple proteins with peptide mass/charge (*m/z*), retention time, and MS2 fragments. PININ peptide information was from an IP-MS experiment. For targeted analysis, parallel reaction monitoring (PRM) acquisition^78^ using a 20-min window was scheduled with an orbitrap resolution at 60,000, AGC value 2e5, and maximum fill time of 200 ms. The isolation window for each precursor was set at 1.4 *m/z* unit. Data processing was similar to the previous report^79^ with a 5-p.p.m. window using skyline from ^14^N- and ^15^N-labeled samples. Peak areas of fragments were calculated from each sample, the sum of peak areas from the upper gel segment and the lower gel segment was used to calculate the *acinus-2 pinin-1*/Col ratios for each peptide, normalized to TUBULIN2 to get the normalized ratios. The median number of multiple ratio measurements is used for each protein.

### Statistics and reproducibility

Figure 4b,  d and Supplementary Fig. 16 show representative results from two independent experiments, each with three biological repeats. Figure 6 and Supplementary Fig. 3a, b show representative results from two independent experiments. Figure 5c shows results from one experiment with three biological repeats.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Descriptions of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

## Data Availability

Source data are provided as a supplementary file. Proteomic Data that support the findings of this study have been deposited in Proteomics Identification Database (PRIDE) with the accession codes: PXD020700, PXD020748, PXD020749. The RNA-seq data that support the findings of this study have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus and are accessible through the GEO series accession number GSE110923. All other related data are available from the corresponding authors upon request.

## Source data

Source Data

# Supplementary material for: Arabidopsis ACINUS is O-glycosylated and regulates transcription and alternative splicing of regulators of reproductive transitions
**Source:** Nat Commun. 2021 Feb 11;12:945. doi: 10.1038/s41467-021-20929-7
**Supplement:** Supplementary file 3 — Descriptions of Additional Supplementary Files

## **Descriptions of Additional Supplementary Files**

### **Supplementary data 1**

**Description:** Summary of reads mapping quality and differentially expressed genes in acinus-2 pinin-1 identified by RNA-seq analysis.

### **Supplementary data 2**

**Description:** Alternative splicing events in acinus-2 pinin-1 identified by RNA-seq analysis.

### **Supplementary data 3**

**Description:** AtACINUS interactome.

### **Supplementary data 4**

**Description:** List of primers used in the study.

### **Supplementary data 5**

**Description:** Targeted quantification on AtACINUS, AtPININ, SR45 and AtSAP18 between Col and acinus-2 pinin-1 mutant.

# Supplementary material for: Arabidopsis ACINUS is O-glycosylated and regulates transcription and alternative splicing of regulators of reproductive transitions
**Source:** Nat Commun. 2021 Feb 11;12:945. doi: 10.1038/s41467-021-20929-7
**Supplement:** Supplementary file 9 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | N/A                                                                                                                                                 |
| Data analysis   | Protein Prospector software(UCSF), Maxquant/Perseus, Skyline, RACKJ, DEseq2,STAR, Phylogeny and MUSCLE web tool of EMBL-EBI, PrDOS,AtCAST3.1,ImageJ |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

We have added accession codes into the respective method parts and have a separate Data availability statement. The source data for figure 2, 4, 5, 6, supplemental figure 4, 6, 9 and 16 are provided as a Source Data file.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | We performed 3 biological replicates for qPCR, RT-PCR, RNA-seq, RNA-IP, CHIP and label-free IP-MS, as well as reverse labeling (2 biological replicates) for labeled IP-MS, following conventional experimental design in the field. For counting rosette leaf numbers to determine flowering time, we use n>12 for each genotype, which have been shown to be sufficient for determining flowering time in previous studies. |
| Data exclusions | No data exclusion                                                                                                                                                                                                                                                                                                                                                                                                             |
| Replication     | All replicates were successful                                                                                                                                                                                                                                                                                                                                                                                                |
| Randomization   | Not applicable                                                                                                                                                                                                                                                                                                                                                                                                                |
| Blinding        | Not applicable                                                                                                                                                                                                                                                                                                                                                                                                                |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                        |
|-------------------------------------|--------------------------------------------------------|
| n/a                                 | Involved in the study                                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                       |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | ACINUS antibody, GFP nanobody(antibody), GFP antibody                                                                                                                                                                                                                                                                                 |
| Validation      | ACINUS antibody was tested by comparing WT and acinus mutants, as well as Immunoprecipitation (IP) followed by mass spectrometric analysis. GFP antibody is a home-made antibody and has been tested with western for multiple GFP-fusion protein and with IP. GFP nanobody was from a publication (Fridy et al, Nature Method, 2014) |

How the deposited data were processed for this re-analysis (not part of the article)

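RNA from seedlings of WT (replicates 2, 4 and 5) and the acinus-2 pinin-1 double mutant (replicates 6, 7 and 12) was sequenced by the authors, and the samples were grouped by the genotype in their labels. The authors mapped the reads to TAIR10 and made the deposited tables with RACKJ at its default settings. Which mapping was given to RACKJ, its version and the gene model are not named in the paper's text. The deposited tables of genes, exons and introns hold expected counts. In these, a read that counts for several genes or places is split as a fraction. The deposited tables of junctions hold the count of spliced reads. A further column that the authors deposited gives the fraction of reads that count for several genes or places. It gives 0% for the introns of ATCG00940 and ATCG01190, both 801 bases long and with similar reads. It gives 100% for intron 12 of AT5G02370, which lies over an exon of AT5G02380. The column may thus mark reads of overlapping genes and miss reads that also match a similar sequence elsewhere. The deposited RPKM divides by the exon length and by all mapped reads. For their gene expression analysis, the authors removed PCR duplicates and filtered reads by mapping quality. Whether such reads are in these counts was not tested, and none were removed here.

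Between 18890178 and 27622690 reads per library lay on genes. By the deposited column, reads that count for several genes or places made up between 1.05% and 1.12% of them. Any floor is 3 counts per library, is used where each library of a genotype holds 3 counts or fewer, and covers counting error only. For a sum of 0 reads over 3 libraries the limit given is 3 counts in all. Within a genotype, counts of 2 libraries differed more than by counting error alone, with a chi-square per degree of freedom between 3.63 and 10.4, so that no pair of libraries held the same reads.

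Introns in the tables were placed on the TAIR10.1 reference, where 120217 of 120998 introns could be placed and 97.9% of these equal an intron of the annotation. Gene symbols came from the reference, in which 32835 of 33602 genes have a locus of the same name, and from the paper.

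Genes were tested with edgeR 4.0.16 in R 4.3.3 on rounded expected counts, with filterByExpr, TMM normalization and the quasi-likelihood test. Introns, exon skipping events and exons were tested in the same package, the first 2 with 1 term per library and the change of the ratio with genotype. Introns needed 10 reads over the 6 libraries, events 10 skipping reads. Alternative donors and acceptors were tested with Fisher's exact test in each pair of libraries, as in the methods. Gene lists were tested with camera from limma 3.58.1 at its preset correlation, with camera at an estimated correlation, and with fry. DESeq2 1.42.0 served as an alternative. Exact permutation tests, Fisher's tests and summary tables used R and Python 3.11.15 with scipy 1.17.1, and figures matplotlib 3.10.9.

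The named genes are those the paper names and, in each direction, the 3 genes with the largest log2 fold change among called genes with a mean of 50 reads and no overlap between genotypes. The named introns are the 5 largest increases and the 3 largest decreases among called introns with a mean of 20 reads in the genotype with more retention and no overlap. This rule, the tests and most alternatives were fixed before the data were examined. Those added later are named as such in the closing section. The alternatives covered other normalizations, filters, thresholds, references for the ratio, engines and leaving out each library in turn.

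The tests of genes, introns, exon skipping events, and donors and acceptors were tried on simulated data with known changes. Those of exons, gene lists and overlaps and the permutation tests were not. For genes, 196 of 197 changed genes were recovered with 4 unchanged genes called. For introns, 175 of 200 were recovered with edgeR and 28 of 200 with DESeq2. For exon skipping, 6 of 22 events were recovered, and for donors and acceptors 191 of 200. Changes were 4-fold in genes, introns and exon skipping, and a rise from 8% to 32% in donors and acceptors. Simulated genes varied between libraries as estimated from the data. Introns and exon skipping events had a fixed dispersion of 0.02. Changed introns had at least 60 reads before the change. Changed skipping events had at least 30 skipping reads and at least 60 reads on the inner junctions. The thresholds on intron RPKM, intron percentage and skipping rate were not applied to them. Donors and acceptors had no spread beyond counting error and at least 50 reads. Recovery in the data can thus be lower than in these simulations.

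Besides the lists of ABA and cold markers, lists of iron-related genes, of genes of flowering and of the FLC clade were tested. The RT-PCR, proteomics and chromatin experiments of the paper were not analysed here.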

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

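The tests of the AtPININ junctions and of the neighbouring gene AT4G39690 were chosen only after the result was seen. Those of EXT4, alone and together with other introns, and of the amount of genomic DNA were also chosen after it was seen. For the intron share, leaving out the 100 introns with most reads, or introns over exons of another gene, was planned as an alternative. Their use as tests of explanations, the introns with most reads and the reads of other genes or organelles, came after the result was seen.

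Iron-related genes, only some of them genes of iron uptake, were higher in acinus-2 pinin-1. They lie outside the genes the paper discusses. BHLH38 and BHLH100, with 490, 476 and 396 and with 496, 584 and 484 reads in the mutant against 22, 29 and 36 and 20, 43 and 28 in WT, were seen first. A list of 11 other tested genes was then written before their values were seen. All 11 were higher, with a median log2 fold change of 1.21, and 9 were called. All 11 had an adjusted p under 0.02 from edgeR over all genes, and all 11 when adjusted over the list alone. Camera gave p = 3.4e-08 and fry p = 0.00018, while camera with an estimated correlation gave p = 0.086. A response of iron-related genes in the mutant would give such values. It stays a hypothesis that was not tested in separate data. Exact tests over splits of 3 and 3 libraries cannot go below 0.1, and none was made for this list.

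On AtPININ, reads 3′ of the insertion rose. Spliced reads that join exon 9 to exon 10 or exon 10 to exon 11 stood at 319% of WT. Those that join neighbouring exons up to exon 8 stood at 47.5%, and those from exon 8 to exon 9 or 10 at 14.8%. The exact permutation test gave p = 0.1 for each of these groups (n = 3 per genotype). Transcription that starts in or after the insertion may give these reads. A start within the T-DNA could not be seen, since reads on it are not in the tables.

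AT4G39690 (MIC60) lies beside AtACINUS on the opposite strand, and the paper's text does not name it. Its log2 fold change was -1.99 (standard error 0.09), and its introns 1 and 2 gained reads, from 5 to 96 over both. Intron 2 had 0 reads in WT and 39 in the mutant. Its ratio to the reads of the neighbouring exons was at least 16.8-fold higher in the mutant, a fold that also holds the fall of these exons. Introns 1 and 2 rose 20.2-fold per mapped read and introns 3 to 11 rose 1.95-fold, from 7 to 13 reads (Fisher's exact test of the summed reads, p = 0.00057, which covers counting error only and not the spread between libraries). The WT libraries held 1, 2 and 2 reads on introns 1 and 2, under the floor of 3 counts per library. The 20.2-fold is therefore a point estimate and no lower bound. It would have given 134 reads on introns 3 to 11, and fewer if the true fold was smaller. Fisher's test uses the read counts themselves and argues against an equal rise along the whole gene, within counting error. Exons 1 and 2 stood at 54.7% and 32.9% of WT and the exons beyond them between 13.3% and 24.9%. Introns 1 and 2 of AtACINUS, between the insertion and AT4G39690, gained reads too, from 6 to 55 and from 5 to 16. Transcription from the insertion into AT4G39690 may account for the reads near it. For the AtACINUS introns, these counts cannot tell such transcription from retention. Whether such transcription reaches introns 3 to 11 of AT4G39690, and whether it lowers the RNA level, stays open, since 7 and 13 reads are few.

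Intron 1 of EXT4 brought 35.7% of the rise of intron reads in the mutant. It is an intron the paper does not discuss. Its reads rose with those of its exons. Several explanations of the rise as a whole were tested. Without the introns with changed retention the ratio of mutant to WT stayed at 1.07, and without introns over exons of other genes and introns of organelles at 1.05, with the genotypes apart, so that neither group alone makes up the whole rise. With EXT4 intron 1 left out as well as the introns over exons of other genes and of organelles, the ratio was 1.0044 and the genotypes overlapped (exact permutation p = 0.7), so that these introns together may account for the rise. The median log2 fold change of introns that were not called was -0.0412, which argues against lower splicing at all introns alike. Without the 100 introns with most reads the ratio was 1.0006, so that the rise may equally be placed in these introns. Reads on introns of genes without expression had a ratio of 1.17, as genomic DNA in the mutant libraries would give. DNA at that level, however, would bring 1.33% of the rise.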

How the results depend on the processing

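No paired analysis was possible because the genotypes share no replicate numbers. The following alternatives were chosen after seeing the data: leaving out organelle and ribosomal RNA genes, the plain sum of the reads of the neighbouring exons, an intron length extended by 200 bases, alone and with the methods' rule, the supplement's rule for exon skipping, and leaving out each library for the ABA and cold lists and for retained introns with lower RNA levels.

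Genes. The numbers of higher and lower genes stayed within 1.5 times under DESeq2 (849 and 945), another normalization, no filter, another threshold on the adjusted p and without organelle genes, and between 822 and 946 and between 939 and 1063 across the 6 fits that each left out 1 library. They fell to 463 and 308 with limma on log2(RPKM + 1), of which 462 and 307 were shared, and to 332 and 282 with a test against a fold change of 2, which asks for more by its construction. With 0.1 in place of 1 as the constant added to the RPKM, limma gave 855 and 880, so that the first change follows the constant. The exons past the threshold numbered from 14 to 15 across the fits without 1 library.

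Introns. Increased and decreased introns numbered 593 and 210 by the methods' rule, with 174 and 12 shared, 1013 and 396 at an unadjusted p, 109 and 7 at an adjusted p under 0.01, 137 increased with spliced reads as the reference, 40 decreased with no threshold on intron RPKM or percentage, and 49 decreased with at least 30 intron reads. DESeq2 gave 12 and 1. In simulated data DESeq2 recovered 14% of changed introns and edgeR 87.5%. The methods' rule with intron length extended by 200 bases, gave 33 decreased. Across the 6 fits without 1 library, increased introns numbered from 89 to 158 and decreased introns from 3 to 15; without mutant replicate 12 they were 89 and 3, without mutant replicate 7 they were 112 and 5, without WT replicate 5 they were 116 and 9, and without WT replicate 4 the increased introns numbered 148. For the causes of the other changes no test was made.

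The share of reads in introns reversed when the median ratio over introns was taken, to 0.988 (exact permutation p = 0.8), and was 1.0006 without the 100 introns with most reads. It ranged from 1.08 to 1.10 across the fits without 1 library. The odds ratio of retained introns and lower RNA levels ranged from 8.45 to 14.3 across the 6 fits without 1 library. It was 5.68 under the methods' rule for introns and 6.74 for lower RNA levels at any fold change.

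Exon skipping events numbered 2 with reads of the whole gene, 16 at an unadjusted p with the same thresholds, 2 with at least 30 skipping reads, 19 under the supplement's rule without its thresholds, and from 1 to 2 without 1 library (2 without mutant replicate 6). Donor or acceptor events numbered 0 under the edgeR model, with 141 events past an unadjusted p of 0.05 and the thresholds. The simulated events had no spread beyond counting error, whereas between libraries of a genotype the chi-square per degree of freedom had a median of 1.51 and a 95th percentile of 8.17, so that the recovery of 100% by this model in simulated data does not carry over. The events numbered from 11 to 18 without 1 library, where fewer pairs must pass by construction (18 without WT replicate 2, 14 without WT replicate 5 and 15 without mutant replicate 7).

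Among single genes, AtSAP18 had a log2 fold change near 0 and reversed to -0.0150 without WT replicate 2, to -0.0130 without WT replicate 5 and to -0.0252 without mutant replicate 6, from -0.0252 to 0.0560 across the 6 fits. HAB1 intron 1 reversed to -0.38 without WT replicate 2 (up to 0.73 across the 2 fits that could be made) and HAB1 intron 3 to 0.24 without mutant replicate 12 (from -0.71 across 3 fits), where few reads limit both. In 12 other settings a named gene or intron no longer passed its adjusted p, 4 of them for TRM4D, which was below the threshold on the fold change in all fits, and 8 for introns. In 0 settings a named gene or intron newly passed. The depth limits the introns of HAB1 and FLC.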

Differences from the paper's values

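The number of introns with decreased retention was 15, and the paper's is 31. Of the alternatives set before the data were examined, only the one with no threshold on intron RPKM or percentage, with 40 introns, came within 1.5 times of the paper's number. The methods' rule gave 210, an unadjusted p 396, an adjusted p under 0.01 gave 7, reads of the whole gene 16, spliced reads 10, higher thresholds 10, DESeq2 1, at least 30 reads 49, and leaving out 1 library between 3 and 15. The methods' rule together with an intron length extended by 200 bases gave 33 decreased and 264 increased introns; this alternative was chosen after seeing the values and the paper's percentages. A plain sum of exon reads gave 20 decreased introns and the extended length alone 12, and both were also chosen after seeing the data. Of the paper's 31 introns, 30 were tested, all 30 changed in the direction the paper gives and 9 were called. Of its 258 introns with increased retention, 257 were tested, all 257 rose and 138 were called. The number of genes with decreased retention was 14, and the paper's is 31; it was counted under no alternative.

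The number of exon skipping events was 1, and the paper's is 7. The supplement divides skipping reads by the depth of the whole gene, whereas the rate here is against the inner junctions, and 3 of the paper's 7 events have no read on these. All 7 were tested, and 0 passed an adjusted or an unadjusted p of 0.05. None of the alternatives set before the data were examined came within 1.5 times of 7. Reads of the whole gene gave 2 events, an unadjusted p with the same thresholds 16, at least 30 reads 2, and leaving out 1 library 1 or 2. The supplement's rule on reads of the whole gene, chosen after seeing the values, gave 19 events, of which 6 are among the paper's 7. The methods' thresholds on RPKM and on the rate were not applied in it. Of the 19 events, 6 had a rate on whole-gene reads above 5%, and 1 of these is among the paper's 7. In the supplement, 41 ratios of these events follow from the deposited counts and RPKM with a factor of 50.0 only when the library size enters in the 2nd power; with the library size once, the factor ranges between 1.49 and 2.16.

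For 7 named genes the log2 fold change differed from the paper's by more than the paper's standard error. FLC had 4.76 against the paper's 4.47, AT2G40955 6.64 against the paper's 3.25, AT2G35570 5.86 against the paper's 3.90, AT1G67105 5.61 against the paper's 5.34, AGL14 -4.53 against the paper's -3.83, AT4G13575 -3.86 against the paper's -3.58, and AT1G77520 -3.78 against the paper's -3.43. The paper's values were given with the opposite sign, as WT over mutant. The values of AT2G40955 and AT2G35570 depend on WT counts under the floor of 3 counts per library, and against this floor they were 36.4-fold and 33.8-fold higher. DESeq2, run without shrinkage of fold changes at low counts, did not close any of these gaps. Whether such shrinkage or the removal of PCR duplicates would do so was not tested. Leaving out a library closed that of AT1G67105 (5.43 without WT replicate 4), of AT4G13575 (-3.72 without mutant replicate 6) and of AT1G77520 (-3.56 without mutant replicate 6). Over 1467 listed genes, the median ratio of the values here to the paper's was 1.12.

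Of the paper's genes, 737 of 786 lower and 717 of 767 higher genes were called here in the same direction.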

Other observations

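The tests of KIN1 and KIN2, of the RNA level of genes with other rising introns and of the splits for retained introns and lower RNA levels were chosen only after the result was seen.

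Splits of the 6 libraries into 3 and 3, 10 in all, were tested for the results named here and for the ABA and cold lists. For genes, introns, exons of AtACINUS and AtPININ, exon skipping, donors and acceptors, and retained introns with lower RNA levels, 1 of the 10 splits gave a result as large, which is the split by genotype. Each other split places libraries of both genotypes in each group. The difference between the genotypes then adds to the spread within groups, which by itself keeps calls few. In another split, at most 1 gene and 0 introns were called, which is no measure of false calls. With 0 introns called, the test of retained introns with lower RNA levels could give no other outcome there, and it adds nothing to the count of introns. A share under 0.1 cannot be reached with 10 splits.

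ABA markers, 17 of 22 tested, did not move in 1 direction as a list. Camera gave p = 0.405 and fry p = 0.056, and in an exact permutation over the splits 6 of the 10 gave as small a p from camera. Fry for changes in either direction did pass 0.05 on this list. Past an adjusted p of 0.02, 3 members were higher and 7 lower over all genes, and 4 higher and 7 lower when adjusted over the list alone. Cold markers, 10 of 11 tested, were all lower, with a median log2 fold change of -0.88; 5 were past the threshold over all genes and 7 when adjusted over the list alone. Camera gave p = 0.00069, camera with an estimated correlation 0.024 and fry 0.00012. The split by genotype gave the smallest p, 1 of the 10 splits, and 7 of the 10 splits gave p under 0.05. Each other split keeps part of the difference between the genotypes, so that these values are no measure of camera's p without a change. Calls that hold under fry are those of the cold, iron and flowering lists; under an estimated correlation only that of the cold list holds. KIN1 was the lowest member. The reads of KIN1 and KIN2 summed had a log2 ratio of -1.38, with the genotypes apart. KIN2 held most of these reads and fell itself, at -1.17, so that the sum cannot decide about KIN1. In both genes, 0% of the reads are marked as counting for several genes or places. The introns of ATCG00940 and ATCG01190, alike in length and in reads, are marked with 0% too. This mark therefore cannot decide about reads shared between KIN1 and KIN2.

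FLC rose with MAF4 (log2 fold change 1.79) and MAF5 (3.95), but MAF2 was lower, at -0.43, so that the 5 genes of the FLC clade did not all change in 1 direction. Camera at the preset correlation gave p = 0.47, fry p = 0.030 and fry for changes in either direction p = 0.00012, with 2 higher and 1 lower over all genes and the same over the list alone. Flowering genes, 5 of 6 tested, were all lower with a median log2 fold change of -1.15, with 3 past the threshold over all genes and 4 when adjusted over the list alone. Camera gave p = 0.0023 and fry p = 0.00014, but an estimated correlation p = 0.054. This is consistent with lower targets of FLC, as a hypothesis.

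Within 1000 kb of the insertions, 9.65% of 798 genes were called, against 9.15% elsewhere (Fisher's exact test, p = 0.62), so that the regions around the insertions do not explain the number of called genes.

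Introns with increased retention were compared with uncalled introns of the same read number in 10000 resamples. Their median donor site score was 6.39 against 6.45, and their median GC content 34.1% against 34.0%, which argues against weak donor sites and GC content. Their median length was 116 bases against 140 (permutation p = 0.06), which stays open. Other introns of the same genes rose too, by a median of 0.51, as lower splicing in the whole gene would give. In 50 genes whose RNA level changed by less than 0.25, the median was 0.34, so that a lower RNA level alone may not account for it. The calls of single introns thus do not exclude a smaller change of the others. On 93.9% of the retained introns of genes with lower RNA levels, the mean RPM on the intron was higher in the mutant. On 28 of the 49 it was higher in every mutant library than in every WT library. Fewer exon reads alone thus do not make the ratio rise on most of them. Whether the ratio would pass the fold threshold without the fall of exon reads was not tested.

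Among genes the paper names as partners or targets, TRM4D had a log2 fold change of 0.35 and lost its adjusted p in 4 of the 6 fits without 1 library, EMB2247 had -0.36, SR45 0.12 and AtSAP18 0.01.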
